# A mouse model of miR-96, miR-182 and miR-183 misexpression implicates miRNAs in cochlear cell fate and homeostasis

**DOI:** 10.1038/s41598-018-21811-1

**Published:** 2018-02-23

**Authors:** Michael D. Weston, Shikha Tarang, Marsha L. Pierce, Umesh Pyakurel, Sonia M. Rocha-Sanchez, JoAnn McGee, Edward J. Walsh, Garrett A. Soukup

## Abstract

Germline mutations in *Mir96*, one of three co-expressed polycistronic miRNA genes (*Mir96, Mir182, Mir183*), cause hereditary hearing loss in humans and mice. Transgenic FVB/NCrl- Tg(GFAP-*Mir183,Mir96,Mir182*)MDW1 mice (Tg^1MDW^), which overexpress this neurosensory-specific miRNA cluster in the inner ear, were developed as a model system to identify, in the aggregate, target genes and biologic processes regulated by the miR-183 cluster. Histological assessments demonstrate Tg^1MDW/1MDW^ homozygotes have a modest increase in cochlear inner hair cells (IHCs). Affymetrix mRNA microarray data analysis revealed that downregulated genes in P5 Tg^1MDW/1MDW^ cochlea are statistically enriched for evolutionarily conserved predicted miR-96, miR-182 or miR-183 target sites. ABR and DPOAE tests from 18 days to 3 months of age revealed that Tg^1MDW/1MDW^ homozygotes develop progressive neurosensory hearing loss that correlates with histologic assessments showing massive losses of both IHCs and outer hair cells (OHCs). This mammalian miRNA misexpression model demonstrates a potency and specificity of cochlear homeostasis for one of the dozens of endogenously co-expressed, evolutionally conserved, small non-protein coding miRNA families. It should be a valuable tool to predict and elucidate miRNA-regulated genes and integrated functional gene expression networks that significantly influence neurosensory cell differentiation, maturation and homeostasis.

## Introduction

MicroRNAs are short (~20–24nt) endogenous non-coding RNAs that posttranscriptionally repress the expression of protein-coding genes. The effects mediated by miRNAs on inner ear morphogenesis, neurosensory cell identity, function and homeostasis indicate that gene regulation through miRNAs are critical to the biology of the inner ear^1–6^. The polycistronic cluster of *Mir96*, *Mir182* and *Mir183* genes are abundantly expressed in afferent cochlear and vestibular neurons and their peripheral innervating targets: auditory and vestibular hair cells (HCs)^7–9^. From an evolutionary viewpoint, the miR-183 cluster of miRNA genes are syntenic, highly conserved and co-expressed in neurosensory organs of animals representing several taxonomic phyla, suggesting that the control of gene expression through by this miRNA cluster is highly coordinated and under extraordinary selective pressure^10^.

The spatiotemporal expression pattern of *Mir96*, *Mir182* and *Mir183* in the developing vertebrate inner ear and the effects induced by modulating levels of these miRNAs on HC fate determination in zebrafish and chicken argue that these miRNAs collectively function, to some degree, in the transition from inner ear prosensory cells towards a HC fate^8,9,11,12^. Also, they have significant roles in HC functional maturation and homeostasis^2,5,13,14^. Genome-wide studies demonstrate that miRNAs can fine-tune mRNA levels in the context of miRNA/target mRNA co-expression and can also act as developmental on-off switches, as in the context of mutually exclusive miRNA/target mRNA expression^15–19^. For those effects attributable to the miR-183 cluster in the vertebrate inner ear, these functional distinctions in miRNA regulation might be segregated temporally: in a switch-like manner in the case of HC cell fate assignment, then in a fine-tuning manner in the case of HC morpho-functional maturation and homeostasis.

During development of the cochlear neurosensory epithelium (i.e. organ of Corti or OC), the prosensory cell lineage differentiates as either HC or supporting cells (SCs), a process mediated in part through Delta-Notch signaling^20^. By E15.5, miR-183 cluster expression distinguishes differentiated cochlear HC, which suggests a role for these miRNAs in this cell type transition^9^. Based on these data, we hypothesized that the miR-183 cluster, if misexpressed in SCs, would, in the context of mutual exclusion, perturb SC gene expression. The observation of aggregate effects would help establish evolutionarily conserved miRNA function(s) with potential relevance with regard to the treatment of hearing loss through HC regeneration strategies^6^. To test this hypothesis, we engineered Tg(GFAP-*Mir183,Mir96,Mir182*) (Tg^1MDW^) mice to drive ectopic miR-183 cluster expression using the core human promoter of the glial fibrillary acidic protein (GFAP). Overall, Tg^1MDW^ cochlear HC and SC differentiate and histologically mature in a similar pattern to that of wild-type littermates. Nonetheless, HC lifespan is significantly shortened and hearing function is rapidly lost: most cochlear HCs are lost by the time the mice are 6 months old, resulting in severe deafness. These data are consistent with the view that HC microRNA misexpression in lineage-related SCs has effects on their capacity to maintain HC homeostasis. Furthermore, the gene expression effects, in aggregate and in identified gene ontology pathways, provide basic information necessary to gain a more complete understanding not only of the role these microRNAs serve during HC maturation, but also those genes and processes that are particularly sensitive to SC miRNA misexpression.

**Table 1:** Tg-(GFAP-*Mir183,Mir96,Mir182*) line information.

Line name	FISH localization	Intercross genotypes scored	Mendelian ratio χ^2^ P-value	Tg genotype (log2^−∆∆CT^)	MGI submission #
		WT = 154		N/A	
Tg^1MDW^	Chr 9E3	Het = 240	0.017	5.9 ± 1.3	MGI:5436579
		Homo = 113		10.6 ± 2.4	
		WT = 23		N/A	
Tg^2MDW^	Chr 16C1~3.1	Het = 36	0.40	7.5 ± 2.8	MGI:5436582
		Homo = 25		15.6 ± 6.7	
		WT = 25		N/A	
Tg^3MDW^	Chr 16 A~B2	Het = 49	0.98	2.2 ± 0.3	MGI:5436584
		Homo = 22		3.9 ± 0.7	

## Results

### FVB/NClr-Tg(GFAP-*Mir183,Mir96,Mir182*)1MDW mice

SCs in the postnatal inner ear organ of Corti (OC) express endogenous GFAP and human GFAP-promoter driven GFP and LacZ reporters^21,22^. To direct misexpression of miR-96, miR-182 and miR-183 in the SCs of the inner ear, we modified an established GFAP promoter-driven reporter construct (pGFA-nlac, Michael Brenner, UAB) by substituting the nLacZ gene with the miR-183 cluster coding sequences^23^. Of 425 implanted embryos, 3 of the 16 live born pups were identified as founders and three independent inbred lines were established in FVB/NClr: Tg(GFAP-*Mir183,Mir96,Mir182*)1MDW, Tg(GFAP-*Mir183,Mir96,Mir182*)2MDW, Tg(GFAP-*Mir183,Mir96,Mir182*)3MDW (Tg^1MDW^, Tg^2MDW^, Tg^3MDW^). All lines transmit at single-gene Mendelian ratios and map to unique cytogenetic loci (Table 1). At a gross phenotypic level, adult homozygous Tg^1MDW/1MDW^ mice lose Preyer’s reflex, an indication of hearing loss^24^. Both homozygous and hemizygous mice from Lines Tg^1MDW^ and Tg^2MDW^ develop lens cataracts with average onset ages, in days, of 95 ± 11 n = 127, 121 ± 23 n = 19, 132 ± 17 n = 12, 157 ± 5 n = 14, respectively (Kruskal–Wallis P < 0.0001). The Tg^3MDW^ homozygous and hemizygous mice exhibit a progressive loss of pelage clearly evident by P50 that progresses steadily until these mice become hairless. The phenotypes are likely due to effects on expression patterns and levels due to transgene copy number and integration site differences (Table 1). Indeed, initial characterization of the three lines in brain tissue showed substantial differences in miR-183 cluster miRNA abundance by RT-PCR (Tg^1MDW^ >>> Tg^2MDW^ > Tg^3MDW^, Supplementary Figure 1A). Also, *in-situ* hybridization (ISH) with an LNA-DIG labeled probe against miR-182 was consistent with RT-PCR, showing Bergmann glial cell localization in Tg^1MDW^ cerebellum only, a common cell type expressing GFAP-core promoter transgenes^23^ (Supplementary Figure 1B–D).

### MicroRNA 183 cluster is misexpressed in Tg^1MDW/1MDW^ SCs

Loss of Preyer’s reflex in Tg^1MDW/1MDW^ adults led us to concentrate our inner ear characterizations to this genotype. We confirmed transgenic SC miR-183 cluster expression directly by dual whole mount ISH/IHC using LNA-DIG labeled probes against miR-182 and an antibody against MYO6 (Fig. 1A–D). Compared to the WT staining of miR-182 (Fig. 1A) that was restricted to inner and outer HCs (Fig. 1C), nuclear miR-182 labeling was found in all Tg^1MDW/1MDW^ SCs (Fig. 1B, arrowheads), including Deiters, inner pillar, outer pillar, inner phalangeal and inner border cells. Spiral limbus and Schwann cell nuclei also were stained with LNA-miR-182, similar to other GFAP promoter driven transgenes (Fig. 1B, arrows, Smeti *et al*., 2011). Unfortunately, we were unable to identify clear differences in miR-183 cluster expression in WT versus Tg^1MDW/1MDW^ at earlier ages (i.e. P5 and P10, data not shown). The Tg^1MDW^ construct lacked a separate reporter gene (e.g. LacZ, GFP) for this purpose. However, further evidence of transgenic SC miR-183 cluster expression was obtained through quantitative RT-PCR, which showed 2.9-, 2.7- and 2.2-fold higher levels of miR-182, miR-96 and miR-183, respectively, in Tg^1MDW/1MDW^ versus WT P18-cochlear total RNA (Fig. 1E). Taken together, these results confirm ectopic miR-183 cluster expression in OC SCs, spiral limbus cells and the Schwann cells that ensheathe neuronal processes projecting to and from the OC.

**Figure 1:**
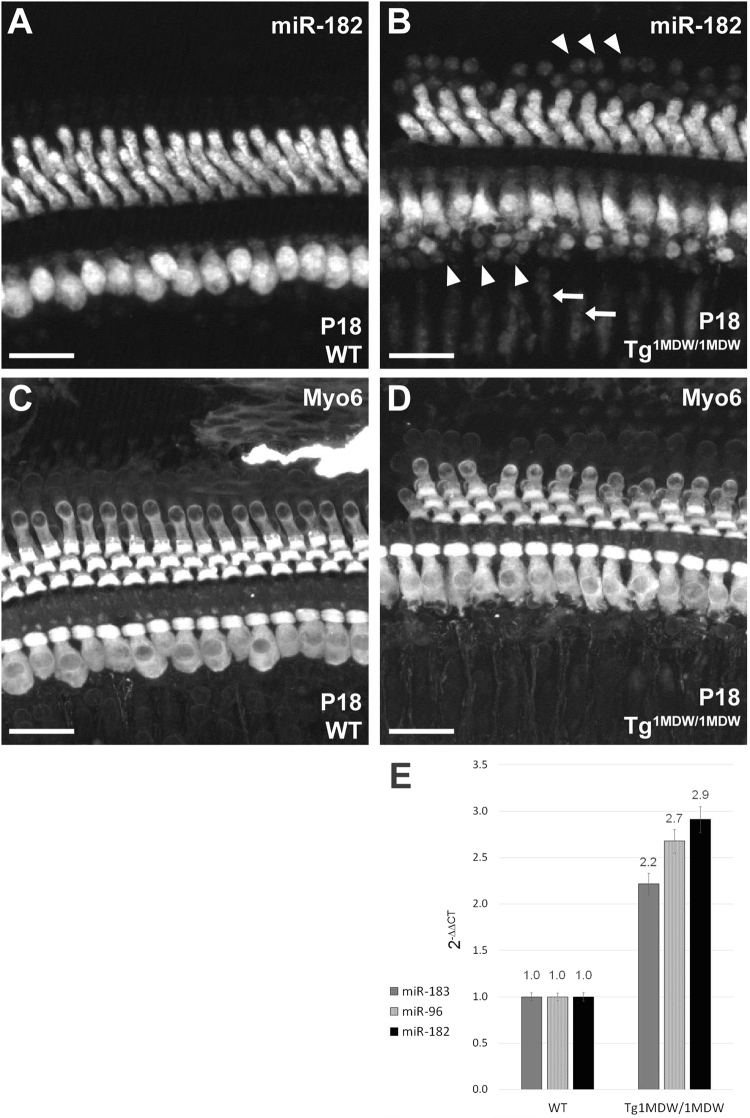
Supporting cell (SC) expression of miR-182 in Tg^1MDW/1MDW^ mice at P18. (**A**–**D**) Dual ISH/IHC fluorescence imaging of whole mount organ of Corti (OC) from WT (**A**,**C**) and Tg^1MDW/1MDW^ (**B**,**D**) P18 littermates. Cy5 fluorescence of tyramide enhanced miR-182 ISH labeling shows nuclear/cytoplasmic staining in hair cells (HCs **A**,**B**) and definitive Tg^1MDW/1MDW^ OC SC nuclear staining, including Deiters’, inner pillar, outer pillar, inner phalangeal and inner border cells (B, arrowheads). SC labeling with miR-182 was found in spiral limbus cells and myelinated Schwann cells of spiral ganglion neurons (**B**, arrows). Alexa 546 immunofluorescence of MYO6 positive HCs (**C**,**D**). (**E**) Quantitative increase in miR-183 cluster in P18 Tg^1MDW/1MDW^ total cochlear RNA by RT-PCR. Using ABI Taqman assays, quantitative RT-PCR was performed in Tg^1MDW/1MDW^ versus WT littermates (n = 3). The miR-183, miR-96 and miR-182 levels were normalized to Sno135. The results quantitate statistically significant (ΔCT values, 2 sample t-test, P < 0.001) increases in miR-182 (2.9 fold), miR-96 (2.7 fold) and miR-183 (2.2 fold) in Tg^1MDW/1MDW^ cochlea at P18. These data are consistent with a transgenic misexpression of these neurosensory miRNAs via the core human GFAP promoter and validate microarray data. Scale bar: 20 μM (**A**–**D**).

### Tg^1MDW/1MDW^ OC show increased cochlear IHCs and MYO6 positive Deiter’s Cells

Even though we could not detect Tg^1MDW/1MDW^ misexpression at early postnatal ages by ISH, a clear histomorphological change in Tg^1MDW/1MDW^ OC were observed around P6 (Fig. 2A,B). A modest increase in apparent IHCs was found (Fig. 2B, arrows). Because cells in the OC undergo significant postmitotic functional maturation and programmed apoptosis occurs medially in the greater epithelial ridge, we chose P18 to quantify the expression of additional IHCs. When compared with WT littermates, Tg^1MDW/1MDW^ had an average of 7.2 extra IHC/mm of apical OC versus 0.97 extra IHC/mm in WT (Fig. 2C,D, n = 3 ears, T-test P = 0.038). The presence of additional HCs in this mouse model of SC miR-183 cluster misexpression is consistent with previous studies in both zebrafish and chicken where overexpression of miR-183 cluster miRNAs increased inner ear HC numbers^11,12^. Interestingly, this extra IHC patterning in Tg^1MDW/1MDW^ phenocopies both hypomorphic and null mutants of genes (i.e. *Jag1*, *Sox2*, *Hes1*) that are: 1) markers of differentiated SCs and; 2) predicted targets of miR-183 cluster miRNAs (Fig. 2D)^25–29^. For *Jag1*^+/−^, the extra IHCs estimate was extrapolated from counts of adult basal cochleae of headturner (*Jag1*^+*/Htu*^) and slalom (*Jag1*^+*/Slm*^) heterozygous mice^26,27^. For *Sox2*, extra IHCs were similarly extrapolated from counts taken from the entire length of late embryonic (E18) *Sox2*^*+/EGFP*^ reporter knockout (KO) and *Sox*^*EGFP/LP*^ hypomorphic cochleae^28^. For *Hes1*, counts were from 1 mm lengths starting from the basal end of E18 cochleae of KO *Hes1*^+/−^ and *Hes1*^*−/−*^ mice^25^. While the mechanism for the genesis of these extra IHCs is unknown, one possibility is that the transgenic miR-183 cluster expression promotes SC-to-HC transdifferentiation. In support of this idea, we detected a discrete number of apparent Deiters’ cells positive for both MYO6 and miR-182 at P18 (Fig. 3A,B, arrows). The cells appear to be histomorphologically hybrid in nature by: 1) showing decreased MYO6 staining compared to HCs; 2) having endfeet in contact with the basilar membrane, a characteristic of all OC SCs and; 3) displaying nuclei located at the same z-plane as OHC nuclei.

**Figure 2:**
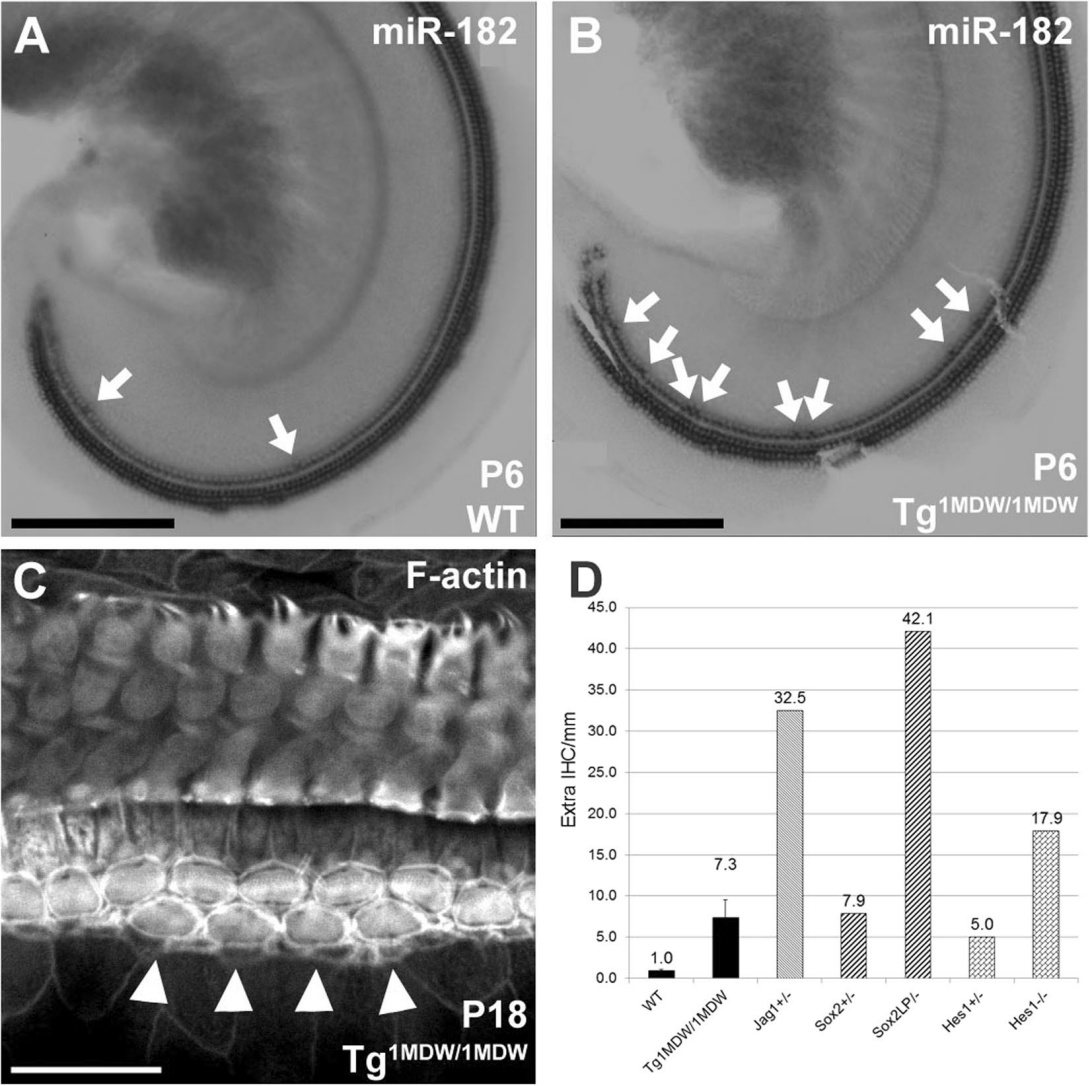
Excess IHCs are a consistent phenotype of prosensory/SC gene mutations. (**A**,**B**) Whole mount miR-182 staining of HCs in the cochlear apex of P6 WT (**A**) and Tg^1MDW/1MDW^ (**B**) mice. Arrows point to additional miR-182 positive, medially placed IHCs. (**C**) Phalloidin-stained Tg^1MDW/1MDW^ OC at P18 with 4 contiguous, medially placed extra IHCs (arrow heads). (**D**) Mean extra IHCs per 1 mm distance was plotted and compared with other published mouse mutants. Mutations in genes that are predicted targets of the miR-183 cluster phenocopy Tg^1MDW/1MDW^-mediated increases in IHCs. Phenotypic correlation of extra IHCs in SC-specific single-gene mutants are consistent with negative regulation of these predicted miR-183 cluster target genes. Scale bar: 200 μM (**A**,**B**); 20 μM (**C**).

**Figure 3:**
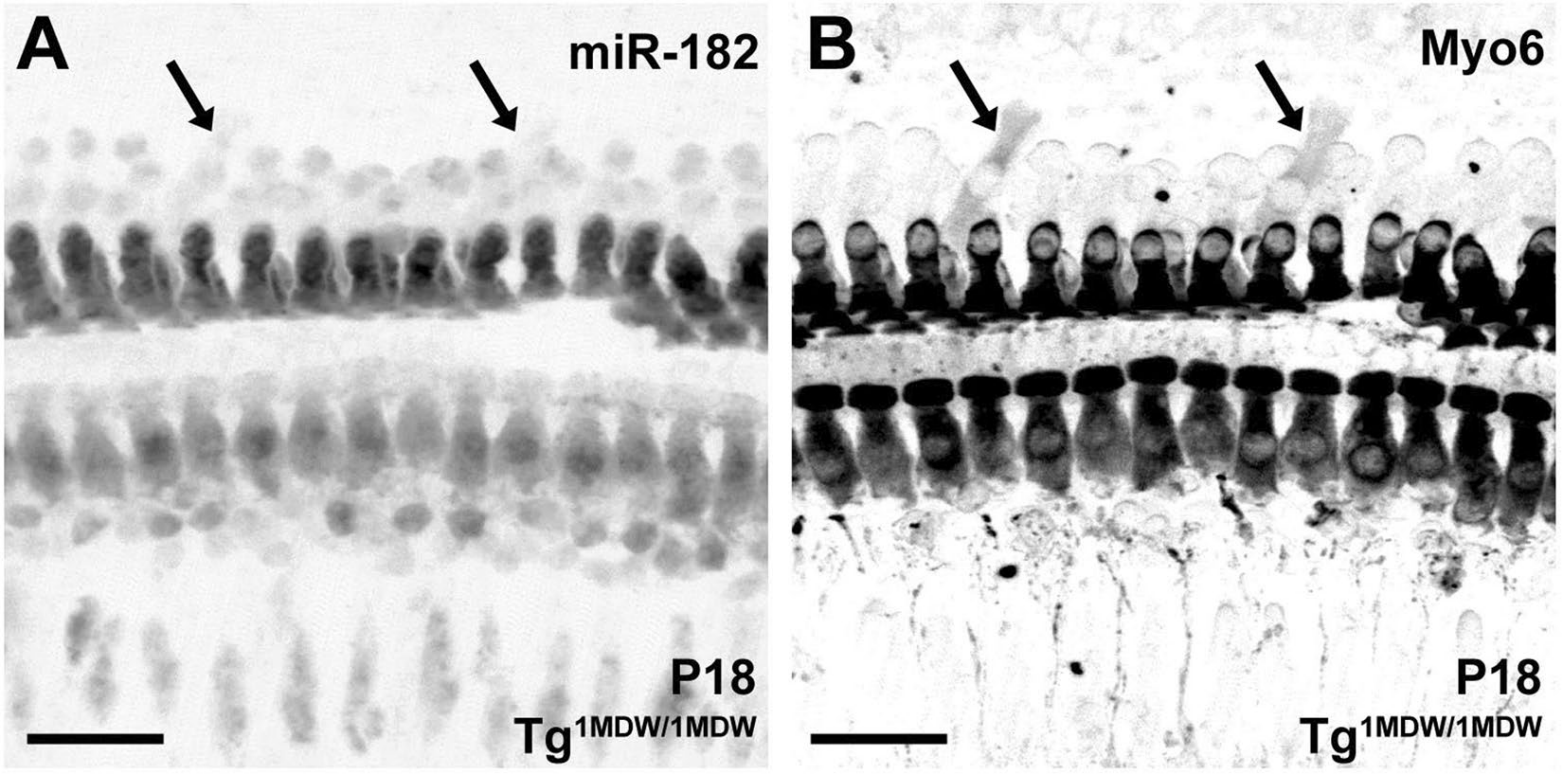
Deiter’s cell expression of MYO6 in P18 Tg^1MDW/1MDW^ OC, an early marker of differentiated HCs. (**A**) MYO6 staining in OC whole mount showing definitive label in Deiter’s cells (black arrowheads). (**B**) miR-182 co-staining. MYO6 is a marker of HC differentiation, suggesting that miR-183 cluster misexpression and its cytoplasmic localization are positive effectors of HC identity. Scale bar: 20 μM (**A**,**B**).

### miR-183 cluster mediated translational repression of select target genes

To determine whether miR-183, miR-182, or miR-96 directly regulate select SC genes important to HC/SC differentiation (i.e. *Jag1*, *Sox2*, *Hes1, Notch1*) dual luciferase assays were performed. The respective 3′ UTRs were PCR amplified and cloned into the pmirGLO vector immediately downstream of the Photinus luciferase coding sequence. Each were co-transfected in HEK293 cultures with synthetic RNA duplexes representing miR-96, miR-182, or miR-183 alone or in combination. Scrambled miRNA duplexes were co-transfected with the reporter vector as a control. Luciferase activity for each experimental replicate was normalized to that of the scrambled control siRNA transfected replicate (CTRL) (Fig. 4). As expected, relative luciferase activity in cells co-transfected with miR-182 and reporter vector containing the *Sox2* 3′ UTR is reduced by nearly 20%, confirming previous findings that *Sox2* is a miR-183 cluster target^9^. Luciferase activity is significantly repressed in cells co-transfected with synthetic miR-96 or miR-183 and pmirGLO-Notch1 3′ UTR, suggesting that these miR-183 cluster members directly interact with and silence *Notch1*. Similarly, *Hes1* validates as a target of miR-96 and miR-182, with miR-96 downregulation of luciferase activity exceeding 20%. *Jag1*, however, failed to validate as a target of any miR-183 cluster member with statistical significance. This is likely due to G:U wobble base pairs at nucleotides 4 and 5 of miR-183 which, while thermodynamically favorable, can drastically reduce the efficacy of miRNA-mediated translational repression^30^. Taken together, these results suggest that *Sox2*, *Notch1*, and *Hes1* are genuine miR-183 cluster targets. Sox2 and Atoh1 exhibit a mutually antagonistic relationship in SC/HC differentiation^28^, while Notch1-regulated *Hes1* gene expression also antagonizes the ability of Atoh1 to promote hair cell differentiation^31^. Given that miR-183 cluster expression requires Atoh1-mediated HC specification^9^, the miR-183 cluster likely serves a crucial function in HC differentiation by downregulating *Sox2*, *Notch1*, and *Hes1*, thus contributing to Atoh1 specific HC fate determination.

**Figure 4:**
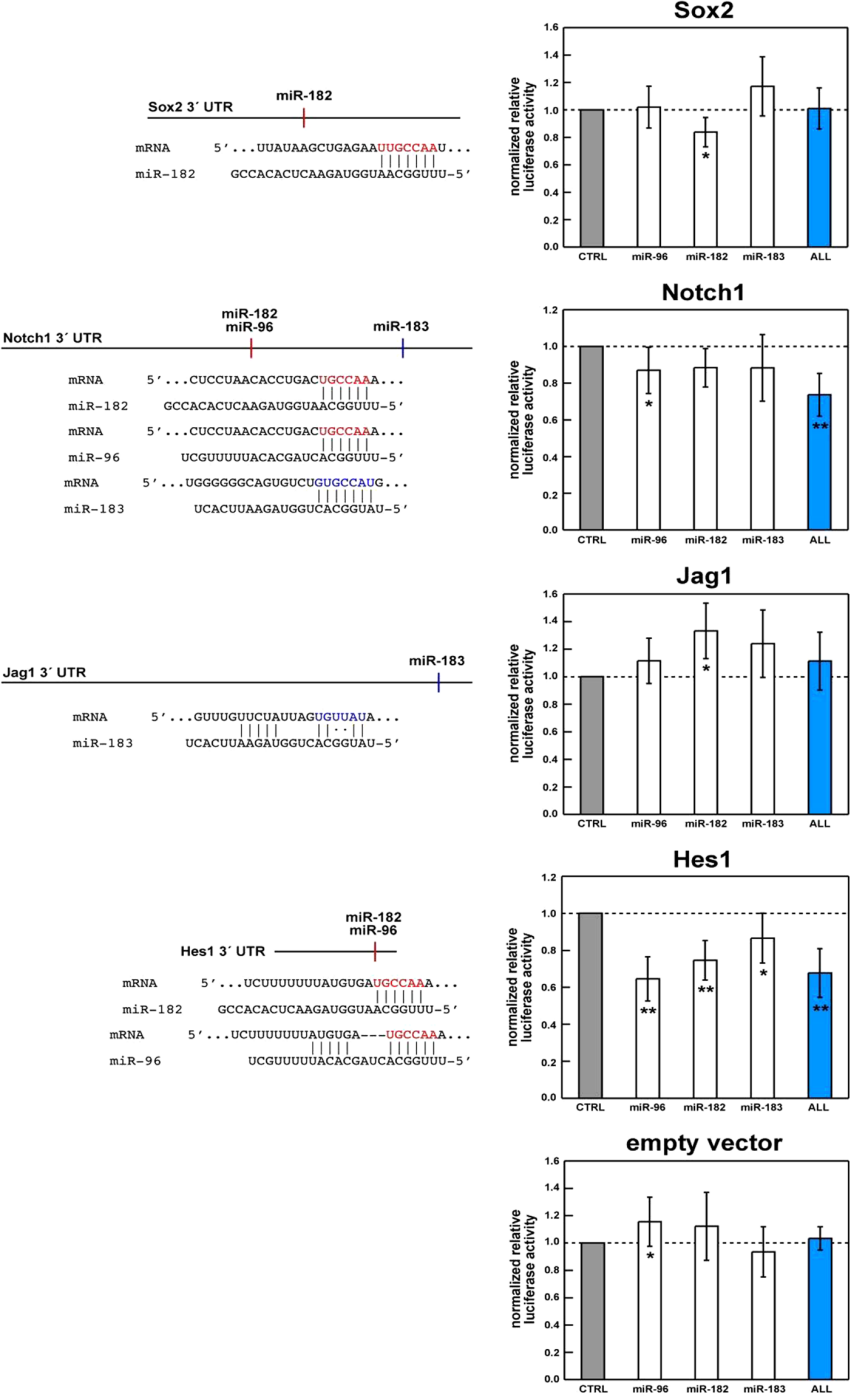
Validation of *Sox2*, *Notch1*, and *Hes1* as miR-183 cluster by dual luciferase assays. Histograms of mean relative luciferase activity in HEK293 cells co-transfected with a dual reporter vector (pmirGLO) containing cloned DNA sequences corresponding to the 3′ UTR of the indicated genes plus synthetic miRNA duplexes representing miR-96, miR-182, miR-183, or all three (ALL) normalized to scrambled siRNA control (CTRL). DNA sequences corresponding to the 3′ UTRs of *Sox2*, *Notch1*, *Jag1*, and *Hes1* were inserted downstream of the pmirGLO Photinus open reading frame. For each assay, the ratio of Photinus and Renilla luciferase activity in cells co-transfected with reporter vector and synthetic miRNA was normalized to that of cells transfected with reporter vector and scrambled siRNA. Each bar represents two replicate readings from each of six transfections performed over three experiments. Error bars indicate the standard error of the normalized mean. The Wilcoxon signed rank test was used to determine statistically significant differences in relative luciferase activity compared to control. Asterisks indicate P < 0.01 (*) and P < 0.005 (**).

### Microarray analysis reveals miR-183 cluster-specific changes in P5-OC transcriptome

The mutual exclusion hypothesis of miRNA function^16^ predicts that miR-183 cluster misexpression in adjacent and lineage-related SCs should repress evolutionarily conserved target genes essential to SC identity/function. To test for this type of aggregate effect, we performed whole-genome transcription profiling using Affymetrix microarrays (MoGene 1.0 microarrays) to evaluate mRNA expression in Tg^1MDW/1MDW^ versus WT in the P5-OC (n = 5) and P18-cochlea (n = 3). 

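Total RNA from the microdissected OC at P5 was measured in 5 Tg 1MDW/1MDW and 5 WT samples, and RNA from the cochlea at P18 in 3 Tg 1MDW/1MDW and 3 WT samples, with 1 MoGene 1.0 array per sample. Tissues were kept in RNAlater and RNA was purified on columns before labelling with biotin. The sample names call the members of a group biological replicates. The paper does not state whether an array holds RNA of 1 animal or of a pool, nor the sexes of the pups, so the p-values given for these arrays measure the spread between samples, which may be technical where samples are not separate animals. Expression of *Xist*, which is transcribed from the inactive X chromosome of females, had a log2 change of 4.35 in Tg 1MDW/1MDW at P5 (standard error 1.44, adjusted p = 0.2). The mean of the Y-linked genes *Kdm5d*, *Uty* and *Eif2s3y* was between 8.61 and 8.96 on 5 of the P5 arrays, of which 1 is Tg 1MDW/1MDW and 4 are WT, and between 3.90 and 4.06 on the other 5. At P18 these genes had intermediate values in both genotypes, for example 7.77 for *Uty* in Tg 1MDW/1MDW and 7.33 in WT. *Xist* was intermediate there too, at 9.27 to 9.36 in Tg 1MDW/1MDW and 8.96 to 9.09 in WT. At P5 *Xist* was high only on arrays with low Y-linked genes. Both signals on every P18 array argue against 1 animal per array at P18 and for pools of both sexes. The P18 p-values therefore do not measure the spread between single animals. At P5, 1 animal or a pool of 1 sex per array stays open. The sample names give the ages as 5 and 18 days, whereas other label fields give 5.5 and 18.5 days. Their arrangement conflicts with the names in age, tissue and genotype, and samples were grouped by name. Pairs of arrays correlated at 0.973 to 0.992 within P5 and at 0.990 to 0.995 within P18, and at 0.902 to 0.937 between the ages. Tissue and age change together between the comparisons.

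The deposited values are normalized log2 signals of 34760 probesets between 2.09 and 13.72. The paper's text names limma but not the background correction or normalization that made them. Medians of the arrays ranged from 6.51 to 6.63 in Tg 1MDW/1MDW and 6.52 to 6.56 in WT at P5, and from 6.33 to 6.35 in Tg 1MDW/1MDW and 6.35 to 6.36 in WT at P18. The number of arrays limits the precision of each value. All 16 arrays entered a single limma fit with 4 group means, without a filter on dim probesets, and two-sided tests were adjusted by the method of Benjamini and Hochberg over all probesets within a comparison. A probeset was called changed at an adjusted p under 0.05 and a fold change of at least 2. The platform table names 1 gene for 21640 probesets and several genes for 1321, and the 11799 others are unnamed here unless the paper's own tables name them. In simulated data of the same size, 88.1% of 2-fold changes at P5 and 70.1% at P18 had an adjusted p under 0.05, without a fold limit.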

Two-way ANOVA testing found significant differences (FDR-adjusted P < 0.05, fold change cutoff ± 2) in Tg^1MDW/1MDW^ versus WT littermates at either P5 (Table 2, Fig. 5A) or P18 (Table 3, Fig. 5B). 

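Both comparisons contained changed probesets, 34 in the P5-OC and 59 in P18-cochlea. *Pmp2*, which encodes a lipid-binding protein of peripheral myelin, changed at both ages and in opposite directions. In the P5-OC its log2 signal was 5.21 ± 0.50 (SD, n = 5) in Tg 1MDW/1MDW and 8.12 ± 0.14 (SD, n = 5) in WT, a fall by 2.91 (standard error 0.19, adjusted p = 2.9e-07). In P18-cochlea it was 6.75 ± 0.02 (SD, n = 3) in Tg 1MDW/1MDW and 5.18 ± 0.29 (SD, n = 3) in WT, a rise of 1.57 (standard error 0.24, adjusted p = 0.0042). *Myh1*, a myosin heavy chain of fast skeletal muscle fibres, had a log2 change of -0.04 at P5 and rose by 3.44 at P18 (standard error 0.09, adjusted p = 2.2e-12). *Gabra6*, a GABA receptor subunit of cerebellar granule neurons, had a log2 change of -0.10 at P5 and of -1.87 at P18 (standard error 0.07, adjusted p = 2.8e-10). Its signal was 3.96 to 4.14 on the P5 arrays of both genotypes and 3.71 to 3.86 in P18 Tg 1MDW/1MDW. These values lie below 4.54, the lowest of the lower quartiles of the arrays, where background may hold a signal up. The P5 value therefore cannot show that *Gabra6* was unchanged, and its P18 fall may be understated.

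Only 5 probesets were called at both ages, namely those of *Pmp2*, *Prm1*, *Mir182*, *Mir96* and *Mir183*, and the last 4 rose at both. The effect of genotype itself differed between P18-cochlea and the P5-OC for 207 probesets at an adjusted p under 0.05 from limma, 188 of them toward higher values at P18. This share of 90.8% was 72.3% without Tg 1MDW/1MDW replicate 3 of P5 and 57.6% with array weights, which gave 3234 probesets. The difference was 4.48 for *Pmp2* (adjusted p = 8.3e-07) and 3.48 for *Myh1* (adjusted p = 6.5e-11). All 32 probesets of Table 2 and all 52 of Table 3 were among the calls, and the other 2 at P5 and 7 at P18 have no gene name here and identifiers below the lowest that the platform table lists. When arrays were left out singly, the P5 count became 113 without Tg 1MDW/1MDW replicate 3, and the count of differences between the ages became 584 without that array, 335 without P5 WT replicate 1, and 129, 127 and 133 without P18 Tg 1MDW/1MDW replicate 2, P18 Tg 1MDW/1MDW replicate 3 and P18 WT replicate 1. The P18 count became 19 without the dimmest 50% of probesets, when 18 of the 59 called probesets were still tested.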

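The miRNA genes carried by the transgene and *Prm1*, the sperm protamine gene from which the construct takes an element, rose at both ages. At P5, the log2 signal of *Mir182* (probeset 10543680 in the platform table) was 8.29 ± 0.32 in Tg 1MDW/1MDW and 4.83 ± 0.46 in WT (SD, n = 5 each). *Mir96* (10543682) measured 8.29 ± 0.27 against 4.89 ± 0.17, *Mir183* (10543684) 6.70 ± 0.50 against 3.39 ± 0.18, and *Prm1* (10437684) 9.37 ± 0.35 against 5.69 ± 0.25. At P18, *Mir182* measured 7.96 ± 0.02 in Tg 1MDW/1MDW and 3.88 ± 0.05 in WT (SD, n = 3 each). *Mir96* then measured 7.83 ± 0.07 against 4.47 ± 0.37, *Mir183* 6.52 ± 0.18 against 3.05 ± 0.06, and *Prm1* 8.47 ± 0.14 against 5.96 ± 0.30.

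**Figure D1:**
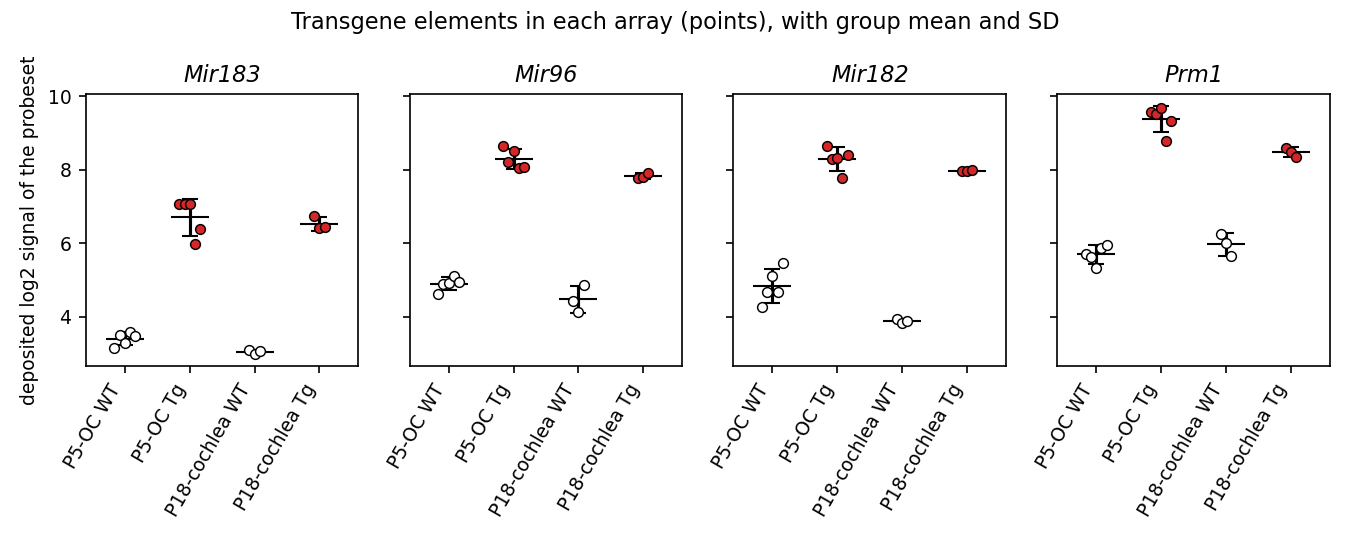
Log2 signal of *Mir182*, *Mir96*, *Mir183* and *Prm1* on each of the 16 arrays, by age and genotype, with points for arrays and bars for the mean and SD of a group. Every Tg 1MDW/1MDW array lies above every WT array of its age for each element, for example at a mean of 9.37 against 5.69 for *Prm1* at P5.

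Each Tg 1MDW/1MDW array exceeded each WT array of its age for all 4 elements. Groups that do not overlap, in either direction, arise by chance for 0.794% of probesets with 5 against 5 arrays and for 10% with 3 against 3. The P5 changes were 3.68 for *Prm1* (adjusted p = 5.6e-09 from limma), 3.46 for *Mir182* (4.9e-08), 3.40 for *Mir96* (5.6e-09) and 3.31 for *Mir183* (5.7e-08). The P18 changes were 4.09 for *Mir182* (adjusted p = 9.0e-08), 3.47 for *Mir183* (4.4e-07), 3.36 for *Mir96* (3.6e-08) and 2.50 for *Prm1* (6.0e-06). The WT signals of *Mir183* at both ages and of *Mir182* at P18 lie below 4.54, the lowest of the lower quartiles of the arrays. The P18 WT mean of *Mir96*, 4.47, lies below it too, but P18 WT replicate 3 measured 4.86. Background may hold signals near this level up, so these changes of array signal may be understated. Mature miRNA was not measured here, and the paper's RT-PCR of it in P18-cochlea gave smaller rises (Fig. 1E). The change of *Prm1* differed between the ages by -1.17 (adjusted p = 0.066). Among called P5 probesets, *Prm1* and the cluster genes had the largest rises, ahead of *Rwdd2a*. At P18, *Atp2a1*, the calcium pump of fast muscle, rose by 3.62 (rank 2 of all probesets), and *Prm1* had rank 10. The order of *Atp2a1* against *Mir183* and *Mir96* is not determined, since the changes of these miRNA genes may be understated.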

Irrespective of age, the most upregulated Affymetrix probesets were genetic elements of Tg^1MDW^: *Mir183*, *Mir96*, *Mir182* and *Prm1* (Fig. 5A,B, boxed probesets), with fold changes + 5.67 (P18-*Prm1*) to + 16.97 (P18-*Mir182*). 

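Lower probesets prevailed in the P5-OC and higher probesets in P18-cochlea. Of the 34 calls at P5, 28 were lower in Tg 1MDW/1MDW and 6 were higher. *Slc9a3*, a sodium and proton exchanger, fell from 7.88 ± 0.15 to 5.94 ± 0.24 (SD, n = 5 each), a log2 change of -1.94 (adjusted p = 4.7e-08 from limma). *Dusp15*, a phosphatase of myelinating glia, changed by -1.88 (adjusted p = 1.5e-05) and *Arhgap19* by -1.69 (adjusted p = 4.4e-06). *Slc36a2*, an amino acid transporter, changed by -1.67 (adjusted p = 1.3e-05). The only gene with a name among the higher calls at P5, apart from the transgene elements, was *Rwdd2a*, from 5.66 ± 0.20 to 8.10 ± 0.39 (SD, n = 5 each), a log2 change of 2.44 (adjusted p = 3.0e-07).

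Of the 59 calls at P18, 54 were higher and 5 were lower in Tg 1MDW/1MDW, or 50 of 55 higher without the transgene elements. *Tnnt3*, the troponin T of fast muscle, rose from 6.76 ± 0.17 to 9.68 ± 0.08 (SD, n = 3 each), a log2 change of 2.92 (adjusted p = 1.1e-08). *Casq1*, a calcium store protein of the muscle reticulum, rose by 2.41 (adjusted p = 9.0e-08) and *Ckm*, the muscle creatine kinase, by 2.32 (adjusted p = 3.2e-08). Besides *Gabra6*, the lower probesets with a name were those of *Neurod1*, a transcription factor of granule neurons, at -1.82 (adjusted p = 2.1e-07), the growth hormone gene *Gh* at -1.29 (adjusted p = 0.002) and *Cbln3*, a synapse organiser of granule neurons (adjusted p = 2.0e-04). The signal of *Neurod1* in P18 Tg 1MDW/1MDW was 3.90 to 4.07, below the lowest lower quartile of 4.54, so its fall may be understated. The share of higher calls at P5 depends on 1 array: without Tg 1MDW/1MDW replicate 3, 72 probesets were called higher and 41 lower (63.7% higher in place of 17.6%), with all 34 calls kept, and with limma's array weights 76 and 34, with 32 of the 34 kept. Of the 66 probesets called higher only without that array, 50 have no name in the platform table.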

In the P5-OC, the majority of changed genes (27/32) were downregulated (Fig. 5A, Table 2), whereas in P18-cochlea, the majority were upregulated (37/45), not counting *Prm1* and miR-183 cluster miRNAs (Fig. 5B, Table 3).

**Table 2:** List of 32 significantly changed Tg^1MDW/1MDW^ Affymetix probesets in the P5-OC. From a total of 28,188 annotated probesets using the Limma Package and MicroArraysRUS Gui interface to R and Bioconductor microarray analysis programs.

AffyID	GeneID	GeneName	EntrezID	Tg^1MDW/1MDW^ to WT Ratio	FDR p-value
10437684	Prm1	protamine 1	19118	12.79	4.7E-08
10543680	Mir96	microRNA 96	723886	11.00	4.1E-07
10543682	Mir182	microRNA 182	387177	10.57	4.7E-08
10543684	Mir183	microRNA 183	387178	9.91	6.8E-07
10587604	Rwdd2a	RWD domain containing 2 A	69519	5.44	8.7E-07
10457022	Mbp	myelin basic protein	17196	−2.04	4.9E-05
10490061	Bcas1	breast carcinoma amplified sequence 1	76960	−2.07	1.2E-03
10468746	Hspa12a	heat shock protein 12 A	73442	−2.07	1.9E-03
10601729	Drp2	dystrophin related protein 2	13497	−2.12	1.1E-02
10517364	A330049M08Rik	RIKEN cDNA A330049M08 gene	230822	−2.12	2.3E-04
10575693	Vat1l	vesicle amine transport protein 1 homolog-like (T. californica)	270097	−2.15	1.5E-03
10565218	Il16	interleukin 16	16170	−2.15	3.7E-06
10429140	Ndrg1	N-myc downstream regulated gene 1	17988	−2.24	3.5E-05
10595094	2310046A06Rik	RIKEN cDNA 2310046A06 gene	69642	−2.35	3.4E-04
10351525	Mpz	myelin protein zero	17528	−2.37	1.9E-03
10571312	Dusp4	dual specificity phosphatase 4	319520	−2.50	4.0E-04
10541114	Rasgef1a	RasGEF domain family, member 1 A	70727	−2.59	3.5E-05
10551365	Prx	periaxin	19153	−2.69	1.1E-05
10431749	Adamts20	a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin type 1 motif, 20	223838	−2.78	4.0E-04
10501963	Ugt8a	UDP galactosyltransferase 8 A	22239	−2.84	5.7E-05
10363735	Egr2	early growth response 2	13654	−3.01	3.0E-05
10386020	Slc36a2	solute carrier family 36 (proton/amino acid symporter), member 2	246049	−3.19	6.7E-05
10467637	Arhgap19	Rho GTPase activating protein 19	71085	−3.23	3.1E-05
10580765	Pllp	plasma membrane proteolipid	67801	−3.31	6.1E-08
10548047	Kcna1	potassium voltage-gated channel, shaker-related subfamily, member 1	16485	−3.35	5.4E-04
10585398	Gldn	gliomedin	235379	−3.52	8.6E-04
10488678	Dusp15	dual specificity phosphatase-like 15	252864	−3.68	8.0E-05
10406176	Slc9a3	solute carrier family 9 (sodium/hydrogen exchanger), member 3	105243	−3.84	4.1E-07
10581824	Fa2h	fatty acid 2-hydroxylase	338521	−3.93	1.4E-06
10507635	Cldn19	claudin 19	242653	−4.09	2.3E-06
10562152	Mag	myelin-associated glycoprotein	17136	−4.70	4.1E-07
10497253	Pmp2	peripheral myelin protein 2	18857	−7.49	2.8E-06

**Figure 5:**
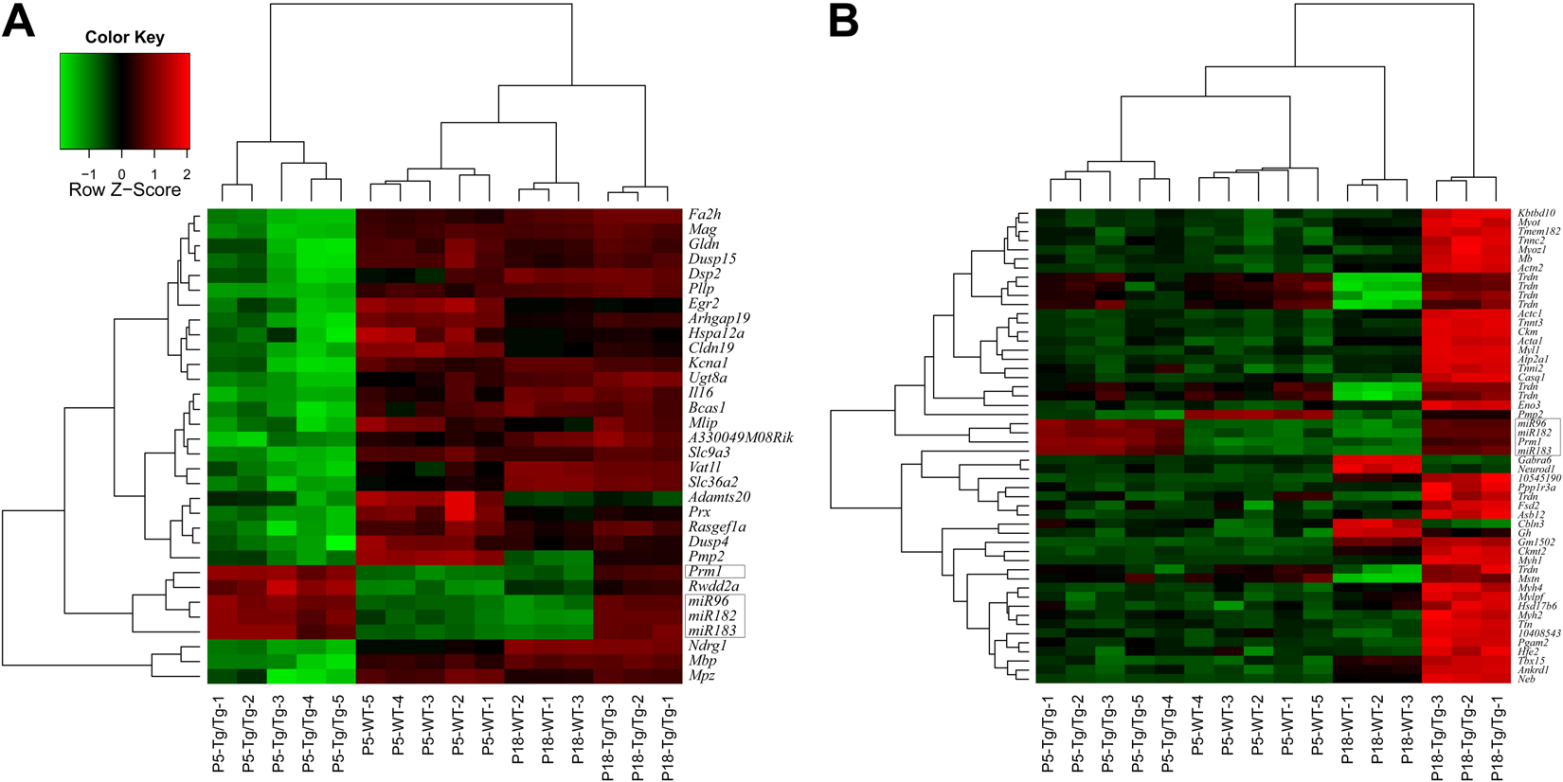
Clustered heatmaps of significantly changed genes in Tg^1MDW/1MDW^ Affymetrix microarray analysis. (**A**) OC-P5 heatmap showing normalized expression for 32 significantly changed genes found by two-way ANOVA (Age X Genotype, FDR-adjusted P < 0.05, fold change cutoff ± 2). (**B**) Cochlear-P18 heatmap of normalized expression for 52 probesets (45 genes) significantly changed in Tg^1MDW/1MDW^ (FDR-adjusted P < 0.05, fold change cutoff ±2). Irrespective of age, the most upregulated Affymetrix probesets were genetic elements of Tg^1MDW^: *Mir183*, *Mir96*, *Mir182* and *Prm1* (boxed probesets).

**Table 3:** List of 52 significantly changed Tg^1MDW/1MDW^ changed Affymetix probesets in the P18-cochlea. From a total of 28,188 annotated probesets using the Limma Package and MicroArraysRUS Gui interface to R and Bioconductor microarray analysis programs.

AffyID	GeneID	GeneName	EntrezID	Tg^1MDW/1MDW^ to WT Ratio	FDR p-value
10543680	Mir96	microRNA 96	723886	16.97	2.7E-07
10567879	Atp2a1	ATPase, Ca + + transporting, cardiac muscle, fast twitch 1	11937	12.29	2.3E-08
10543684	Mir183	microRNA 183	387178	11.10	1.6E-06
10377087	Myh1	myosin, heavy polypeptide 1, skeletal muscle, adult	17879	10.86	1.7E-11
10355259	Myl1	myosin, light polypeptide 1	17901	10.46	2.6E-10
10543682	Mir182	microRNA 182	387177	10.28	1.9E-07
10362422	Trdn	triadin	76757	7.69	3.8E-06
10559221	Tnnt3	troponin T3, skeletal, fast	21957	7.55	2.8E-08
10485982	Actc1	actin, alpha, cardiac muscle 1	11464	5.68	7.5E-07
10437684	Prm1	protamine 1	19118	5.67	6.4E-06
10417933	Myoz1	myozenin 1	59011	5.65	8.9E-07
10360235	Casq1	calsequestrin 1	12372	5.30	2.7E-07
10362434	Trdn	triadin	76757	5.24	3.3E-05
10362428	Trdn	triadin	76757	5.04	6.6E-04
10550698	Ckm	creatine kinase, muscle	12715	4.98	1.6E-07
10430140	Mb	myoglobin	17189	4.30	2.7E-07
10362420	Trdn	triadin	76757	4.25	2.1E-06
10408543	NA	NA	NA	4.19	2.4E-06
10377938	Eno3	enolase 3, beta muscle	13808	3.86	1.4E-05
10362442	Trdn	triadin	76757	3.80	4.8E-04
10362418	Trdn	triadin	76757	3.80	5.5E-04
10582592	Acta1	actin, alpha 1, skeletal muscle	11459	3.79	4.3E-05
10410984	Ckmt2	creatine kinase, mitochondrial 2	76722	3.69	7.0E-07
10489545	Tnnc2	troponin C2, fast	21925	3.57	4.3E-05
10472562	Kbtbd10	kelch repeat and BTB (POZ) domain containing 10	228003	3.54	1.7E-06
10545190	NA	NA	NA	3.52	6.4E-04
10467191	Ankrd1	ankyrin repeat domain 1 (cardiac muscle)	107765	3.49	3.3E-05
10482528	Neb	nebulin	17996	3.44	9.8E-09
10362404	Trdn	triadin	76757	3.39	3.3E-05
10455461	Myot	myotilin	58916	3.34	1.1E-06
10362436	Trdn	triadin	76757	3.18	1.7E-03
10377055	Myh2	myosin, heavy polypeptide 2, skeletal muscle, adult	17882	3.04	3.8E-06
10407742	Actn2	actinin alpha 2	11472	2.99	3.0E-06
10497253	Pmp2	peripheral myelin protein 2	18857	2.98	8.0E-03
10345869	Tmem182	transmembrane protein 182	381339	2.91	8.1E-05
10377117	Myh4	myosin, heavy polypeptide 4, skeletal muscle	17884	2.89	1.4E-05
10483871	Ttn	titin	22138	2.88	2.7E-07
10543233	Ppp1r3a	protein phosphatase 1, regulatory (inhibitor) subunit 3 A	140491	2.86	1.6E-05
10384015	Pgam2	phosphoglycerate mutase 2	56012	2.75	1.6E-06
10559200	Tnni2	troponin I, skeletal, fast 2	21953	2.48	2.2E-04
10346250	Mstn	myostatin	17700	2.39	1.6E-05
10373334	Hsd17b6	hydroxysteroid (17-beta) dehydrogenase 6	27400	2.38	9.0E-03
10557575	Mylpf	myosin light chain, phosphorylatable, fast skeletal muscle	17907	2.37	1.1E-04
10494672	Tbx15	T-box 15	21384	2.26	2.6E-03
10605815	Asb12	ankyrin repeat and SOCS box-containing 12	70392	2.21	1.3E-05
10565137	Fsd2	fibronectin type III and SPRY domain containing 2	244091	2.16	9.3E-03
10545187	Gm1502	predicted gene 1502	385120	2.03	1.2E-04
10494423	Hfe2	hemochromatosis type 2 (juvenile) (human homolog)	69585	2.03	6.4E-04
10420209	Cbln3	cerebellin 3 precursor protein	56410	−2.00	1.1E-04
10392135	Gh	growth hormone	14599	−2.45	3.4E-03
10484276	Neurod1	neurogenic differentiation 1	18012	−3.53	5.0E-07
10385310	Gabra6	gamma-aminobutyric acid (GABA) A receptor, subunit alpha 6	14399	−3.64	1.1E-09

To provide a biologic context to these expression changes, we performed gene ontology (GO) analysis using the DAVID bioinformatics resources^32^. For this, we submitted gene lists that included changed genes down to a ± 1.5-fold change cutoff (FDR-adjusted P < 0.05). Pathway analysis revealed P5 downregulated genes were significantly enriched for genes involved in myelination and ion homeostasis; P18 downregulated genes were related to synapse structure; and P18 upregulated genes were related to muscle and the actin cytoskeleton (Table 4). 

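Myelin genes fell together in the P5-OC. Of 28 measured genes of the myelin sheath, 21 were lower in Tg 1MDW/1MDW and none was higher at an adjusted p under 0.05 (24 lower when adjusted over the list alone), with a median log2 change of -1.04. *Cldn19*, a tight junction protein of Schwann cells, changed by -2.03 (standard error 0.13, adjusted p = 2.8e-07 from limma) and *Pllp*, the myelin protein plasmolipin, by -1.73 (standard error 0.08, adjusted p = 5.6e-09). *Egr2*, the transcription factor of Schwann cell myelination, changed by -1.59 (standard error 0.13, adjusted p = 4.3e-06) and *Mbp*, myelin basic protein, by -1.03 (standard error 0.09, adjusted p = 1.0e-05). *Kcna1*, an axonal potassium channel, changed by -1.74 (standard error 0.19, adjusted p = 1.1e-04). The myelin list was lower than other genes in limma's camera test (adjusted p = 1.5e-45, and adjusted p = 4.4e-04 with an estimated correlation). The paper names 17 of its 28 genes for these samples, so their direction is not independent evidence. Of the 15 measured genes that Table 4 lists for P5, which the study chose on these samples, all were lower. With the Y-linked level of each array as a covariate, an alternative chosen after the data were seen, 18 genes of the myelin list were lower.

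Synapse genes of the brain were lower in P18-cochlea. The 4 genes that Table 4 lists for synapse structure, chosen by the study on these samples, were all lower, namely *Gabra6*, *Cbln3*, *Cbln1*, which organises synapses of cerebellar granule cells, and *Gria1*, a glutamate receptor subunit. *Cbln1* no longer passed without any one of the 6 P18 arrays (adjusted p up to 0.16), and *Gria1* without any one of 4 of them. Of 25 genes of cerebellar and cochlear nucleus granule cells, 6 were lower (8 when adjusted over the list alone), with *Zic1*, a transcription factor of granule cell precursors, at -0.72 (adjusted p = 0.0022) and *Kcnd2*, a potassium channel, at -0.63 (adjusted p = 0.01). Of 12 Purkinje cell genes, 91.7% had negative changes and 1, *Rgs8*, a regulator of G protein signalling, was lower at -0.85 (5 when adjusted over the list alone). Of 18 general brain neuron genes, 2 were lower (2 when adjusted over the list alone), among them *Slc12a5*, the neuronal chloride exporter, at -0.63 (adjusted p = 0.0033). Camera gave adjusted p = 0.0028, 0.0012 and 0.0034 for these 3 lists with an estimated correlation. The paper names 4 of the granule cell genes, 1 of the brain neuron genes and none of the Purkinje cell genes for these samples.

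Skeletal muscle genes rose in P18-cochlea. All 39 measured muscle genes of Tables 3 and 4, which the study chose on these samples, were higher, with a median log2 change of 1.58. Among them *Actc1*, a sarcomere actin, rose by 2.51, *Acta1*, the main actin of skeletal muscle, by 1.92, *Neb*, which binds thin filaments, by 1.78 and *Actn2*, an actin crosslinker of the Z disc, by 1.58. Of 70 further skeletal muscle genes, 9 were higher and none was lower (25 higher when adjusted over the list alone), with *Apobec2* at 0.97 (adjusted p = 0.0033) and *Cox6a2*, a muscle subunit of cytochrome oxidase, at 0.93 (adjusted p = 0.0061). The paper names 1 of these 70 genes for these samples. This list was higher than other genes (camera adjusted p = 2.5e-17, and adjusted p = 0.0087 with an estimated correlation). None of 14 smooth muscle genes passed (camera adjusted p = 0.81).

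**Figure D2:**
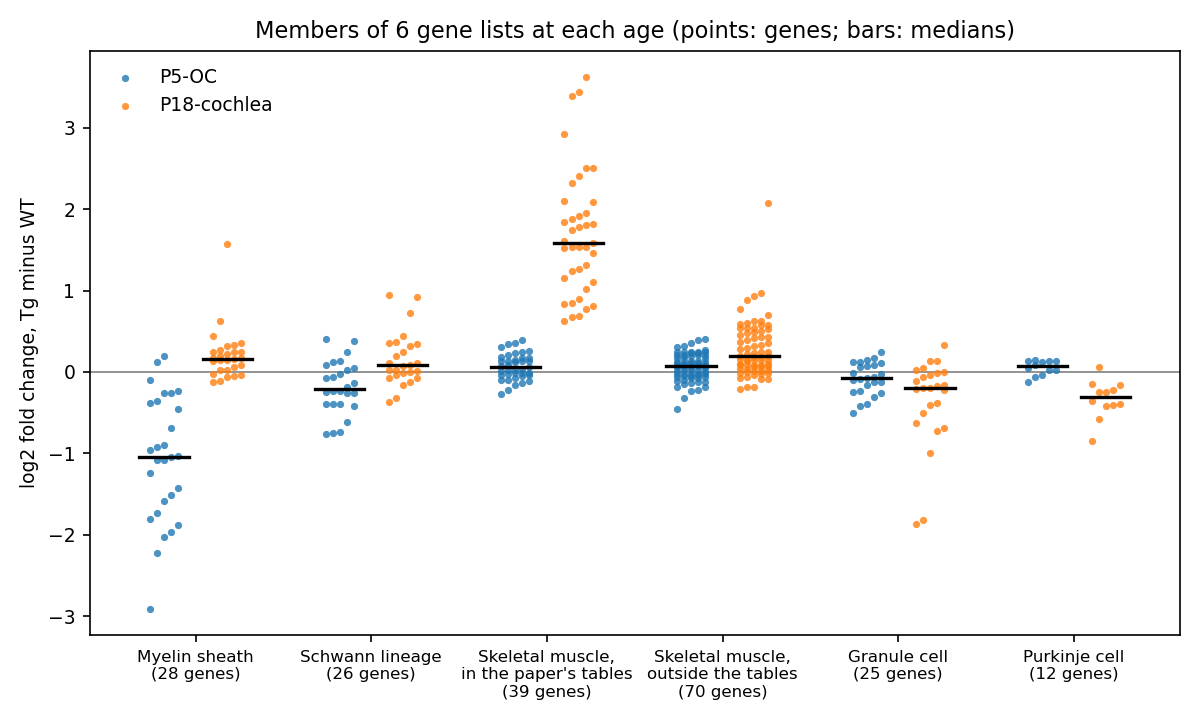
Log2 change in Tg 1MDW/1MDW against WT of each measured gene in 6 gene lists, with P5-OC and P18-cochlea side by side and bars at the medians. The myelin list has a median of -1.04 at P5 and the muscle genes of the paper's tables a median of 1.58 at P18.

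At a fold change of at least 1.5, the threshold of Table 4, limma called 93 lower and 12 higher probesets at P5, and 94 higher and 14 lower at P18. The P5 total of 105 became 586 without Tg 1MDW/1MDW replicate 3 (388 higher and 198 lower), 202 without WT replicate 1, 487 with array weights (305 higher and 182 lower) and 67 with the Y-linked level as a covariate. The P18 total of 108 became 48 without the dimmest 50% of probesets and 315 with array weights.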

To evaluate transcriptome effects directly attributable to the miR-183 cluster, we performed hypergeometric analyses using a non-redundant set of evolutionarily conserved miRNA/3′UTR seed sequences: 153 vertebrate miRNAs and 62,793 3′UTR seed sites (8mer, 7mer-m8, 7mer-1A, 3comp, TargetScan 6.2^29^). This seed site universe was used to test for enrichment/depletion within upregulated and downregulated gene sets. 

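Lower genes outnumbered higher genes in the relaxed P5 sets from which seed sites are counted. At an unadjusted p under 0.05 and a fold change over 1.05, limma placed 2377 named genes in the lower set and 1297 in the higher set (3159 and 2541 probesets), of which 191 and 21 probesets pass at an adjusted p under 0.05 without a fold limit. In alternatives chosen after the data were seen, the lower set stayed the larger, except with the conflicting labels (4772 against 5329). It held 3855 against 2286 genes without Tg 1MDW/1MDW replicate 3 and 3931 against 1982 with array weights. Of 24 genes that other studies have reported as targets of the cluster, listed before the data were examined and not checked against a database, 3 were lower in Tg 1MDW/1MDW and none was higher (7 lower when adjusted over the list alone). These were *Arrdc3*, an arrestin family protein, with a log2 change of -0.50 (standard error 0.10, adjusted p = 0.022), *Itgb1*, the integrin beta subunit of many matrix receptors, with -0.43 (standard error 0.09, adjusted p = 0.028), and *Ezr*, which links membranes to actin, with -0.41 (standard error 0.09, adjusted p = 0.047). The list was lower than other genes in camera (adjusted p = 0.0031), but not with an estimated correlation (adjusted p = 0.37). Each of the 3 genes no longer passed when one or another single array was left out, at adjusted p up to 0.083 for *Arrdc3*, 0.095 for *Itgb1* and 0.15 for *Ezr*, and with the Y-linked level as a covariate (adjusted p = 0.25, 0.39 and 0.39). Seed sites in the transcripts were not analysed here.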

For each miR-183 cluster miRNA, we found enrichment (Odds Ratio 1.43–1.45, FDR-adjusted P < 0.05, Table 5) of evolutionarily conserved 3′UTR seed targets in P5 Tg^1MDW/1MDW^ downregulated genes (uncorrected P < 0.05, fold change <−1.05). Importantly, this enrichment is consistent with repression of miR-183 cluster target genes at evolutionarily conserved sites in Tg^1MDW/1MDW^ P5-OC. 

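Higher genes outnumbered lower genes in the relaxed P18 sets. At the thresholds used for the P5 sets, limma placed 1332 named genes in the higher set and 761 in the lower set (1860 and 1189 probesets), of which 133 and 21 probesets pass at an adjusted p under 0.05. In alternatives chosen after the data were seen, the higher set stayed the larger, except with the conflicting labels (450 against 739 genes). It held 2769 against 2327 genes with array weights and 2717 against 2139 with separate fits per age. None of the 24 reported targets of the cluster passed at P18, also when adjusted over the list alone. *Arrdc3*, *Itgb1* and *Ezr* were among them, and *Mitf*, a transcription factor of melanocytes, had a log2 change of 0.32 (standard error 0.13, adjusted p = 0.44). The list had a median of -0.03 (camera adjusted p = 0.74), and in the test of the difference between the ages *Mitf* was the 1 gene that passed, with a difference of 0.75 (adjusted p = 0.046).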

In P18-cochlea, seed sites of 23 and 6 vertebrate miRNAs were either enriched (Odd Ratio >1, FDR-adjusted P < 0.05) or depleted (Odds Ratio <1, FDR-adjusted P < 0.05) in P18-cochlea upregulated or downregulated gene sets, respectively (uncorrected P < 0.05, fold change <−1.05 or >+ 1.05, Table 5). Only miR-96 seed sites were found depleted in upregulated genes at P18, an effect opposite to that observed for this miRNA at P5-OC.

**Table 4:** Overrepresented Gene Ontology (G) terms for upregulated and downregulated genes in P5-OC and P18-cochlea. FDR < 0.05, fold-change ± 1.5. Gene totals (Up|Down): P5-OC (27|93); P18-cochlea (15|86).

Age	Direction	GO Term	Fold Enrichment	Genes	P-Value (Bonferroni)
P5	Down	myelin sheath	92.90	*Mag,Mbp,Plp1,Gjc3*	9.1E-04
		myelination	50.92	*Pmp22,Fyn,Mbp,Ugt8a,Egr2,Plp1,Lgi4,Gjc3,Pou3f1*	2.4E-09
		ensheathment of neurons	48.31	*Pmp22,Fyn,Mbp,Ugt8a,Egr2,Plp1,Lgi4,Gjc3,Pou3f1*	3.8E-09
		axon ensheathment	48.31	*Pmp22,Fyn,Mbp,Ugt8a,Egr2,Plp1,Lgi4,Gjc3,Pou3f1*	3.8E-09
		regulation of action potential in neuron	41.87	*Pmp22,Fyn,Mbp,Ugt8a,Egr2,Plp1,Lgi4,Gjc3,Pou3f1*	1.3E-08
		regulation of action potential	34.89	*Pmp22,Fyn,Mbp,Ugt8a,Egr2,Plp1,Lgi4,Gjc3,Pou3f1*	6.1E-08
		regulation of membrane potential	17.59	*Pmp22,Fyn,Mbp,Ugt8a,Egr2,Plp1,Lgi4,Gjc3,Shtn1,Pou3f1*	1.8E-06
		transmission of nerve impulse	12.15	*Sv2c,Lgi4,Plp1,Gjc3,Cldn19,Pou3f1,Fyn,Syn3,Pmp22,Fnta,Mbp,Ugt8a,Egr2*	2.0E-07
		cellular ion homeostasis	8.18	*Pmp22,Fyn,Mbp,Ugt8a,Egr2,Plp1,Lgi4,Gjc3,Shtn1,Pou3f1*	1.3E-03
		ion homeostasis	8.00	*Pmp22,Fyn,Slc9a3,Mbp,Ugt8a,Egr2,Plp1,Lgi4,Gjc3,Shtn1,Pou3f1*	3.9E-04
		cellular chemical homeostasis	7.96	*Pmp22,Fyn,Mbp,Ugt8a,Egr2,Plp1,Lgi4,Gjc3,Shtn1,Pou3f1*	1.6E-03
		chemical homeostasis	6.40	*Pmp22,Fyn,Slc9a3,Mbp,Ugt8a,Egr2,Plp1,Lgi4,Gjc3,Shtn1,Pou3f1*	2.8E-03
		cellular homeostasis	6.19	*Pmp22,Fyn,Mbp,Ugt8a,Egr2,Plp1,Lgi4,Gjc3,Shtn1,Pou3f1*	1.2E-02
P5	Up	None			
P18	Down	synapse	17.09	*Gria1,Gabra6,Cbln1,Cbln3*	3.6E-02
P18	Up	striated muscle thin filament	145.82	*Actn2,Neb,Tpm2,Acta1*	2.7E-04
		A band	85.06	*Ttn,Myh2,Myom1,Atp2a1,Myh1*	1.7E-03
		myofibril assembly	68.11	*Actc1,Ttn,Neb,Acta1*	8.7E-03
		actomyosin structure organization	51.76	*Actc1,Ttn,Neb,Acta1*	2.0E-02
		sarcomere	41.47	*Actc1,Myh2,Ttn,Neb,Myot,Myom1,Atp2a1,Myh4,Myoz2,Myh1,Actn2,Tpm2,Acta1,Ankrd1*	1.6E-14
		myofibril	39.26	*Actc1,Myh2,Ttn,Neb,Myot,Myom1,Atp2a1,Myoz2,Myh4,Myh1,Nrap,Actn2,Tpm2,Acta1,Ankrd1*	1.5E-15
		contractile fiber part	38.57	*Actc1,Myh2,Ttn,Neb,Myot,Myom1,Atp2a1,Myh4,Myoz2,Myh1,Actn2,Tpm2,Acta1,Ankrd1*	4.9E-14
		muscle contraction	37.74	*Ttn,Myh2,Actn2,Cacna1s,Myom1,Tpm2,Myh4,Myh1*	8.3E-06
		contractile fiber	37.61	*Actc1,Myh2,Ttn,Neb,Myot,Myom1,Atp2a1,Myoz2,Myh4,Myh1,Nrap,Actn2,Tpm2,Acta1,Ankrd1*	2.7E-15
		sarcoplasmic reticulum	37.53	*Trdn,Srl,Cacna1s,Atp2a1,Casq1*	1.2E-03
		sarcoplasm	35.44	*Trdn,Srl,Cacna1s,Atp2a1,Casq1*	1.5E-03
		muscle system process	33.80	*Ttn,Myh2,Actn2,Cacna1s,Myom1,Tpm2,Myh4,Myh1*	1.6E-05
		I band	33.70	*Actc1,Ttn,Actn2,Myot,Atp2a1,Myoz2,Ankrd1*	6.8E-06
		striated muscle cell development	29.96	*Actc1,Ttn,Neb,Cacna1s,Acta1*	7.3E-03
		muscle cell development	26.52	*Actc1,Ttn,Neb,Cacna1s,Acta1*	1.2E-02
		myosin complex	25.10	*Ttn,Myh2,Mylpf,Myom1,Myl1,Myh4,Myh1*	5.0E-04
		striated muscle tissue development	15.28	*Actc1,Ttn,Cacna1s,Mylpf,Acta1,Myf6*	1.4E-02
		actin cytoskeleton	14.94	*Myh2,Ttn,Neb,Mylpf,Myom1,Myh4,Myoz2,Myl1,Myh1,Actn2,Tpm2,Acta1,Myoz1*	3.4E-08
		muscle tissue development	14.27	*Actc1,Ttn,Cacna1s,Mylpf,Acta1,Myf6*	1.9E-02
		actin binding	7.85	*Myh2,Actn2,Tmod4,Myot,Tpm2,Myh4,Tnni2,Myh1,Nrap*	8.5E-03
		calcium ion binding	4.04	*Ttn,Cdh19,Actn2,Srl,Cacna1s,Mylpf,Plscr4,Atp2a1,Myl1,Casq1,Tnnc2,Prrg4*	1.6E-02
		cytoskeleton	3.64	*Actc1,Myh2,Ttn,Neb,Mylpf,Myot,Myom1,Myoz2,Myh4,Myl1,Myh1,Sgcg,Actn2,Tmod4,Tpm2,Acta1,Myoz1*	1.7E-03

**Table 5:** Hypergeometric analysis of genome-wide microarray data demonstrate miR-183 cluster specific enrichment/depletion of evolutionary miRNA/3′UTR seed targets.

Microarray	Mutant < WT. target enrichment	Odds Ratio	P-Value (FDR)	Mutant > WT exp. miRNA- enrichment	Odds Ratio	P-Value (FDR)
Tg^1MDW/1MDW^	miR-96	1.45	2.20E-06	miR-33	2.66	0.016
Tg 183 cluster (n = 5)	miR-182	1.43	4.70E-06	miR-376	3.48	0.016
P5-OC	miR-328	0.47	0.0065	miR-124	0.55	0.039
	miR-183	1.45	0.031			
Tg^1MDW/1MDW^	miR-326	2.32	0.011	miR-24	0.41	1.10E-06
Tg 183 cluster (n = 3)	miR-34	1.91	0.008	miR-326	0.38	1.90E-04
P18-cochlea	miR-200/429	0.49	0.010	miR-214	0.57	8.10E-04
	miR-129	1.98	0.011	miR-149	0.46	6.90E-04
	miR-210	6.67	0.017	miR-328	0.30	0.0016
	miR-328	2.40	0.041	miR-101	1.45	0.0019
				miR-340	1.32	0.0019
				miR-125	0.65	0.0020
				miR-22	0.54	0.0027
				miR-433	1.76	0.0043
				miR-491	0.29	0.0043
				miR-185	0.44	0.0050
				miR-653	2.03	0.0053
				miR-186	1.41	0.0060
				miR-34	0.64	0.0064
				miR-874	0.44	0.0065
				miR-485	0.50	0.0065
				miR-875	2.23	0.0111
				miR-29	0.75	0.0106
				miR-205	1.51	0.0140
				miR-200/429	1.27	0.0211
				miR-96	0.77	0.0251
				mir-217	1.50	0.0471
*miR-96*^*ddl/ddl*^ MUT miR-96 (n = 3)	none	N/A	N/A	miR-96	2.10	1.80E-06
P4 OC				miR-129	2.24	0.0030
*miR-183C* ^*GT/GT*^	miR-96	0.52	3.10E-04	miR-182	1.70	6.80E-08
KO183 (n = 3)	miR-182	0.58	0.0023	miR-96	1.67	1.60E-07
5wk retina	miR-433	2.04	0.036	miR-15	0.64	0.00046
				miR-543	1.51	0.012
				miR-33	1.70	0.013
				miR-183	1.65	0.013
				miR-125	0.66	0.013
				miR-208	1.98	0.017
				miR-122	0.32	0.033
				miR-23	0.72	0.033
				miR-103	0.64	0.042
				let-7	0.75	0.041

For validation of our methodology, we applied the same hypergeometric analysis of the TargetScan 6.2 seed site universe to published microarray data from P4-OC miR-96 Diminuendo mouse (*miR96*^*ddl/ddl*^)^2^ and from 5wk-retina miR-183 cluster KO mouse (*miR-183C*^*GT/GT*^)^33^. In the case of the *miR96*^*ddl/ddl*^ microarray, miR-96 seed sites were enriched (Odds Ratio 2.10, FDR-adjusted P < 0.05) in *miR96*^*ddl/ddl*^ upregulated genes (uncorrected P < 0.05, fold change >+ 1.05). This independently confirms specific de-repression of evolutionarily conserved miR-96 target genes due to a miR-96 single nucleotide mutation^2^. In *miR-183C*^*GT/GT*^ 5wk-retina, our hypergeometric analysis demonstrates that combined loss of all miR-183 cluster miRNAs results not only in enrichment (Odds Ratio 1.65–1.70, FDR-adjusted P < 0.05, Table 5) of miR-183 cluster targets in *miR-183C*^*GT/GT*^ upregulated genes (uncorrected P < 0.05, fold change >+ 1.05), but also the reciprocal depletion of miR-96 and miR-182 targets (Odds Ratio 0.52, 0.58, respectively, FDR-adjusted P < 0.05, Table 5) in *miR-183C*^*GT/GT*^ downregulated genes (uncorrected P < 0.05, fold change <−1.05). Taken together, the hypergeometric analysis of Tg^1MDW/1MDW^ demonstrates that at P5 in the OC, miR-183 cluster target genes, defined by both miRNA and 3′UTR seed site evolutionary conservation, are reduced concomitantly with transgenic overexpression of miR-183, mir-96 and miR-182.

**Table 6:** Tg-(GFAP-*Mir183,Mir96,Mir182*) genotyping primers and probes.

Name	Use	Sequence (5′-3′)	Length
Atoh1-U	PCR	CTGAAAACTGAGACAACCAAATGC	23
Atoh1-L	PCR	AAGGGTGCAGGGATATTTGTCA	21
Atoh1-Hex	5′ nuclease probe	HEX™-TCCTAGCGCGCGGGAAGCC-BHQ-1®	19
Tg-U	PCR	AACAGCCAGATCACCTTTCACTGC	24
Tg-L	PCR	GCGCTCTTCCCACAGTTAACACAA	24
Tg-Fam	5′ nuclease probe	6-FAM™-AGGGATATCGGGCTTGAGGAGGTTT-BHQ-1®	25

While there appears to be compelling evidence for wider effects on conserved miRNA targets in P18-cochlea, the hypergeometric analysis did not reveal convincing miR-183 cluster effects in the P18-cochlea microarray data. One possibility is that miR-183 cluster primary effects on gene expression observed at P5 are masked by increasing secondary effects at P18. Alternatively, the miRNA/mRNA interactions could include non-conserved and/or off-target effects of the miR-183 cluster. To address the latter two possibilities, we employed the Sylamer program to identify, through hypergeometric analysis, over- or under-represented 7-mer sequence strings (seeds) in the mouse 3′UTR transcriptome interrogated by the Affymetrix MoGene 1.0 platform^34^. Sylamer differs from the previous Targetscan-based methodology in two important ways. The first is that all gene expression data is included, regardless of probeset P-values, to generate ranked gene-lists from most upregulated to most downregulated. The second is that evolutionary conservation of predicted miRNA seed sequences across homologous 3′UTRs is not a component in the analysis. Sylamer analysis of 912 miRNA target heptamers, including all conserved 8mer, 7mer-m8, 7mer-1A sites from TargetScan 6.2, revealed significant depletion of two miR-183 cluster target heptamers (GTGCCAA, TGCCAAA) in downregulated Tg^1MDW/1MDW^ P5-OC 3′UTRs (Fig. 6A), complementing the TargetScan 6.2-based hypergeometric analysis (Table 5, Fisher’s Exact Test P = 0.017). This transcriptome level microarray analysis validates the engineered intent of Tg^1MDW^, i.e. miR-183 cluster SC misexpression to downregulate genes that are disproportionate with respect to miR-183 cluster 3′UTR-bearing seed sequences. For P18-cochlea, Sylamer analysis showed no significant (conserved, non-conserved and/or off-target) effects attributable to miR-183 cluster (Fig. 6B). Nevertheless, 49 conserved miRNA target heptamers were enriched (17) or depleted (32) (Fig. 6B). However, these miRNA heptamer seeds were distinct from those conserved miRNAs identified by TargetScan 6.2-based hypergeometric analysis (Table 5, Fisher’s Exact Test P = 0.0033). As confirmation of our in-house application of Sylamer, we also analyzed the publicly available microarray data (n = 3), confirming enrichment of miR-96^wt^ heptamers (GTGCCAA, TGCCAAA) and depletion of miR-96^ddl^ heptamers (GAGCCAA, AGCCAAA) in upregulated and downregulated genes, respectively, in the diminuendo (*Dmdo* or *Mir96*^*ddl/ddl*^) OC at P4^2^ (Fig. 6C) in agreement with the TargetScan 6.2 based hypergeometric analysis (Table 5, Fisher’s Exact Test P = 0.013).

**Figure 6:**
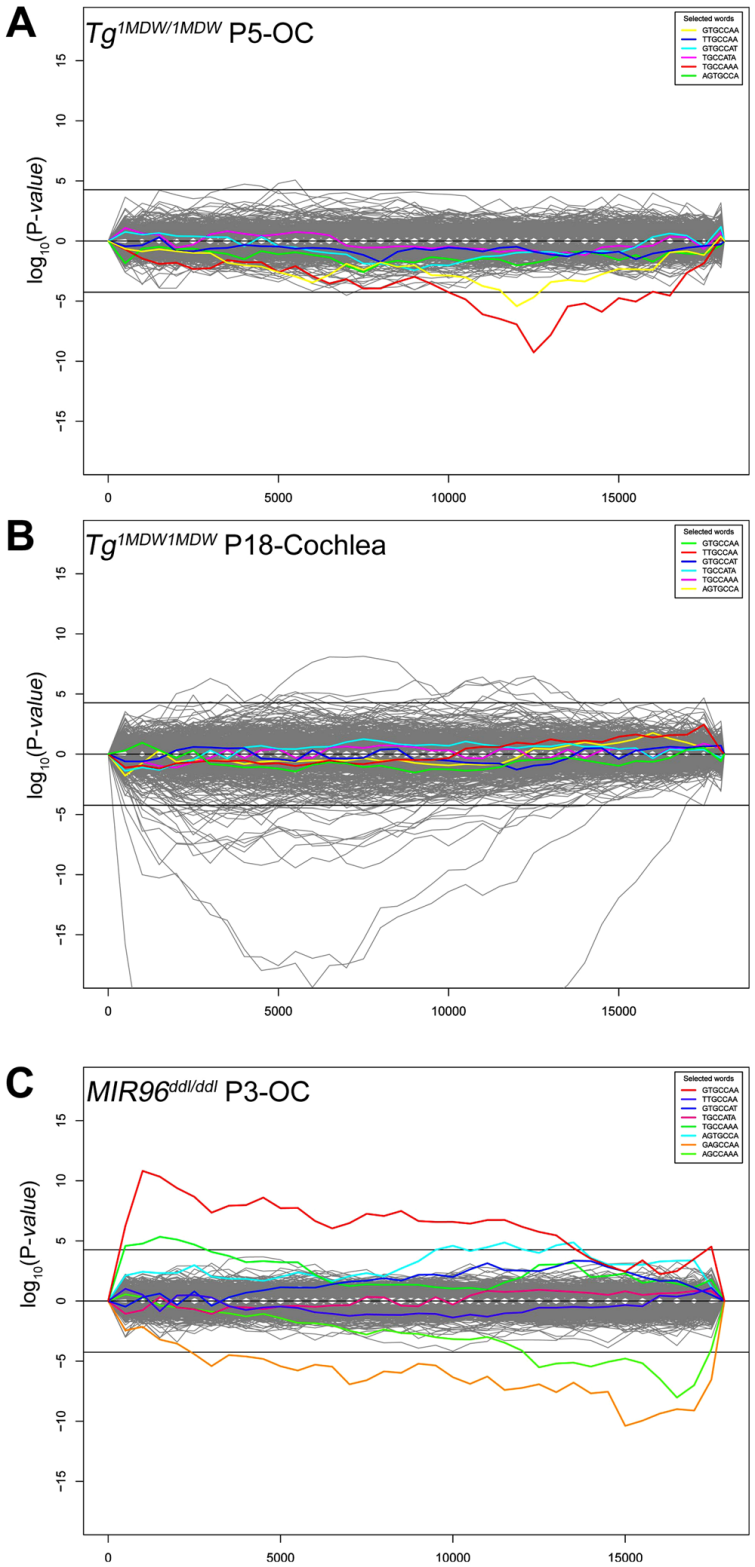
Sylamer analysis of microarray data showing enrichment and depletion for 911 miRNA heptamer seed sequences in 3′UTRs. (**A**) Tg^1MDW/1MDW^ P5-OC demonstrates significant depletion of 2 miR-183 cluster heptamers (GTGCCAA, TGCCAAA), validating this miRNA misexpression model. The x axis is the number of all microarray genes sorted from most upregulated (left) to most downregulated (right). The y axis shows the hypergeometric significance for enrichment or depletion of heptamers in 3′UTRs at leading parts of the gene list. Positive values indicate enrichment [-log_10_(P)] and negative values depletion [log_10_(P)]. Horizontal lines represent 0.05 Bonferroni P-value threshold. (**B**) Tg^1MDW/1MDW^ P18-cochlea microarray fails to demonstrate miR-183 cluster effects, but does show significant imbalances in 3′UTR heptamer representation for dozens of miRNA complementary sequences. (**C**) Analysis of available primary *Mir96*^*ddl/ddl*^ P3-OC microarray data (n = 3) confirms enrichment of miR-96^wt^ (GTGCCAA, TGCCAAA) and depletion of miR-96^ddl^ heptamers^2^. All highlighted plots are miR-183 cluster heptamers and include two (2) predicted to complement *Mir96*^*ddl*^ mutant miR-96. Sylamer program reference^34^.

### Trangenic miRNA misexpression results in profound cochlear dysfunction

Homozygous Tg^1MDW/1MDW^ mice lose Preyer’s reflex, an indication of hearing loss^24^. Consistent with that, we found evidence of OHC loss in the cochlear base at P18 (see Fig. 3). Moreover, phalloidin staining of cochlear whole mounts demonstrate missing OHCs in the basal OC at P21 (Fig. 7A–D) and stereocilia defects, which includes membrane fusion and bundle architecture defects at P30 (Fig. 7E,F). Immunofluorescence of whole mount cochleae at P37 labeled with primary antibodies to MYO7a confirm a base-to-apex degeneration of cochlear HCs (Fig. 8), with many in Tg^1MDW/1MDW^ OHCs altered from a cylindrical shape to being significantly shorter with larger diameter basal ends compared to WT OHC (Fig. 8). By P115, very few IHC or OHC remain (data not shown).

**Figure 7:**
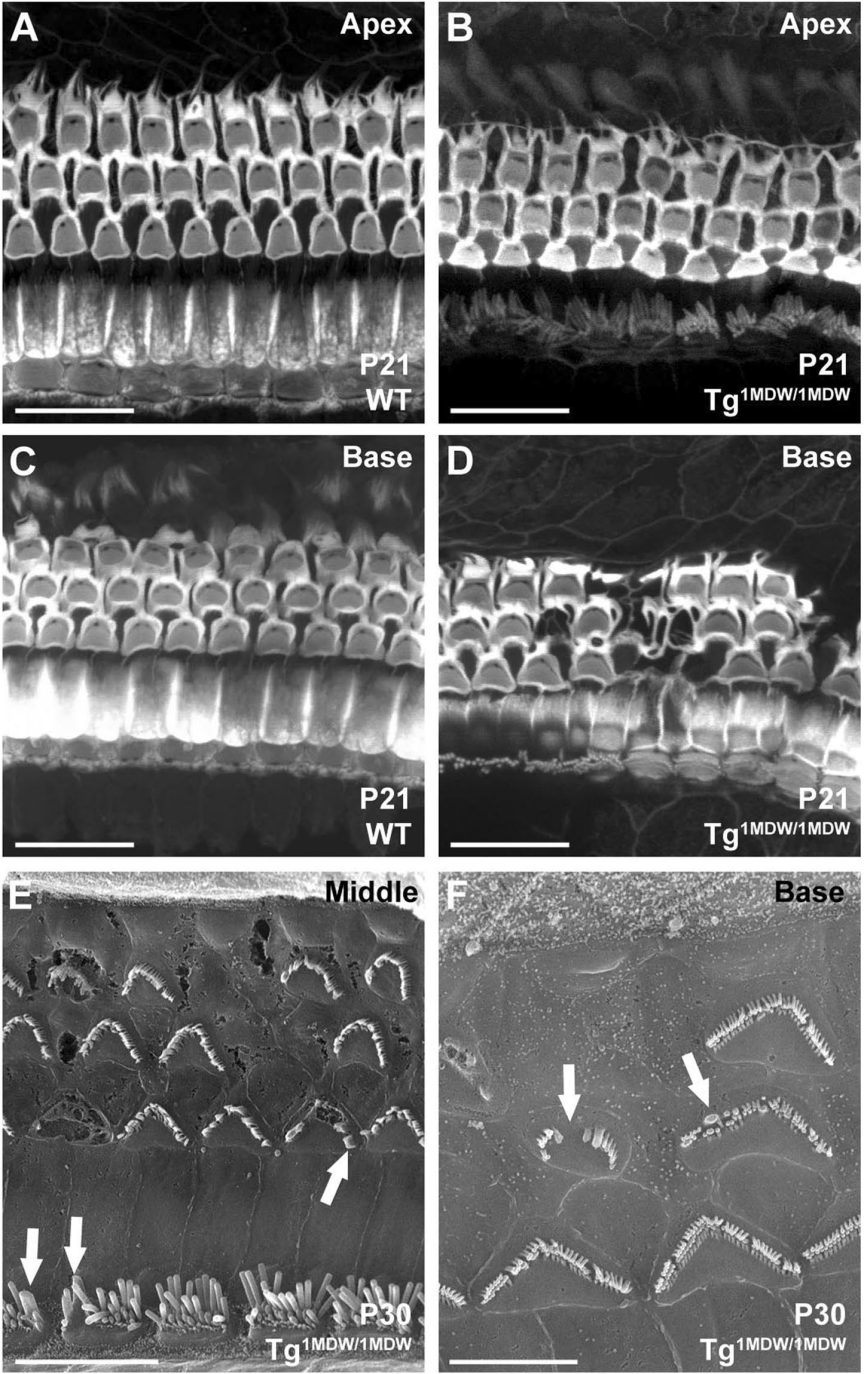
Tg^1MDW/1MDW^ OHC loss and stereocilia defects. (**A**–**D**) Confocal microscopy of MTRITC-Phalloidin-stained P21 WT and Tg^1MDW/1MDW^ cochlear tissue whole mounts. The images are brightest point projections of 7.6 micron Z-plane images parallel to the reticular lamina. (**A**,**B**) Apical OC shows comparable OHC/SC F-actin cytoarchitecture in WT versus Tg^1MDW/1MDW^ at P21. (**C**,**D**) In the basal OC, F-actin cytoarchitecture is disturbed due to missing OHCs in Tg^1MDW/1MDW^ at P21. (**E**,**F**) SEM images of Tg^1MDW/1MDW^ OC reticular lamina at P30 showing stereocilia defects in both OHC and IHCs, including absence of stereocilia and stereocilia fusion (arrows). Scale bar; 20 μM (**A**–**D**), 10 μM (**E**), 5 μM (**F**).

**Figure 8:**
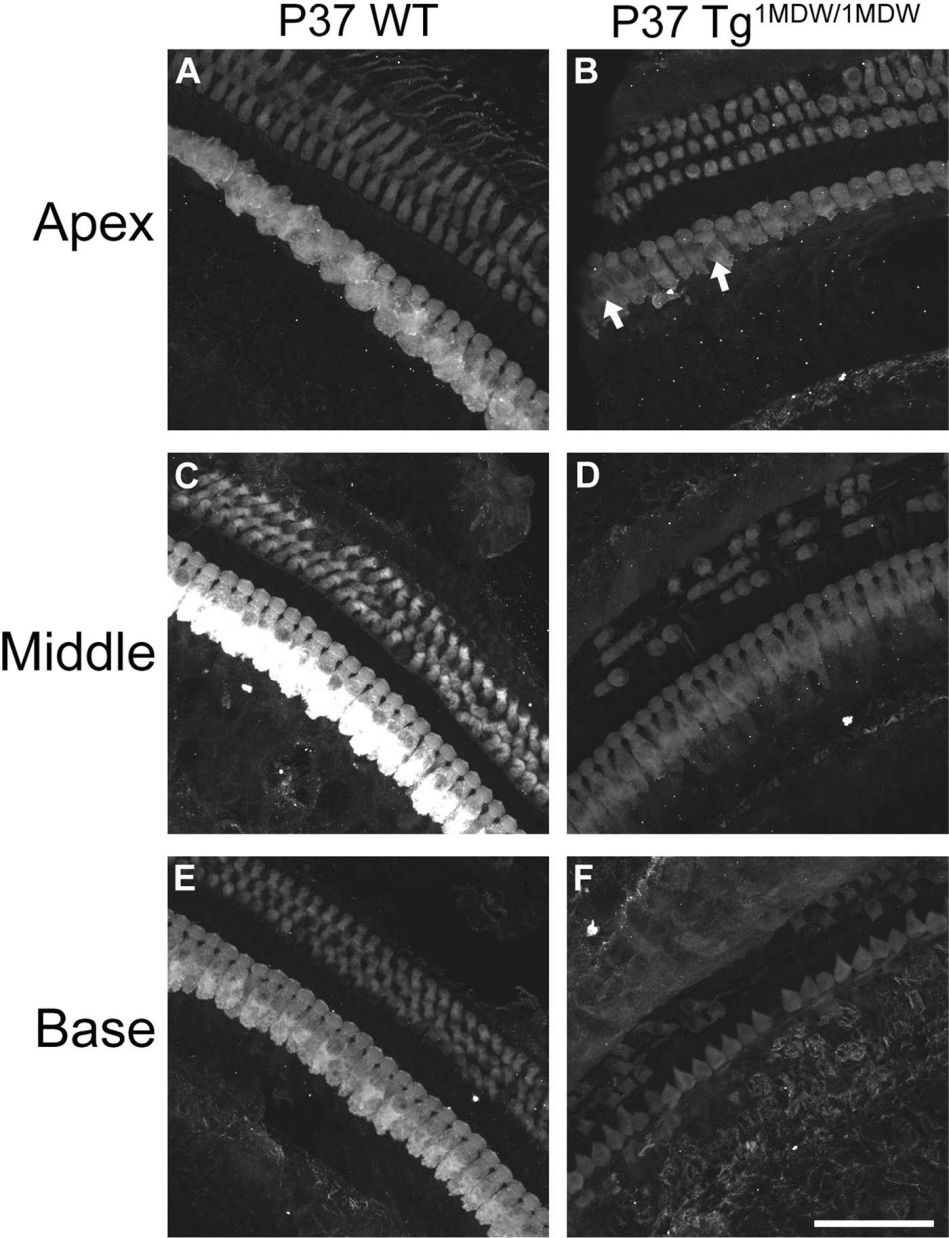
Gradients of HC loss and HC dismorphology in Tg^1MDW/1MDW^ at P37. Immunofluorescence of whole mount cochleae labeled with primary antibodies to MYO7a in P37 WT and Tg^1MDW/1MDW^ mice. The images are brightest point projections from Z series stacks parallel to the reticular lamina. Fields were imaged from comparable locations along the cochlear duct (**A**,**B** Apex, **C**,**D** Middle, **E**,**F** Base). Note the base to apex decrease in OHC loss with the concomitant increase in shortened and rounded OHCs. The presence of extra medially located IHCs in the Tg^1MDW/1MDW^ apex are also noted (B, white arrows). Scale bar; 50 μM.

Consistent with histological analyses, average auditory brainstem response (ABR) threshold (dB SPL) vs. frequency curves demonstrate progressive hearing loss from P18 to P90 in homozygous Tg^1MDW/1MDW^ mice (Fig. 9A). Responses were not detected even at the highest levels for stimulus frequencies >32 kHz between P18 and P35, nor were responses detected at frequencies >22.6 kHz in P90 Tg^1MDW/1MDW^ mice. A two-way mixed analysis of variance of ABR threshold as a function of stimulus frequency from animals at P90 yielded a significant genotype X stimulus interaction, F(16,120) = 30.89, *P* < 0.001, a significant main effect of genotype, F(2,15) = 1228.48, *P* < 0.001 and a significant main effect of stimulus, F(8,120) = 119.72, *P* < 0.001. Bonferroni corrected post-hoc tests showed significant threshold differences between WT and homozygous Tg^1MDW/1MDW^ animals (*P* < 0.001), and hemizygous and homozygous Tg^1MDW/1MDW^ animals (P < 0.001), but not between WT and hemizygous animals (*P* = 0.067). One-way ANOVAs showed significant differences among genotypes for all stimuli tested and multiple comparison tests indicated that thresholds of homozygous Tg^1MDW/1MDW^ mice were significantly higher than WT and hemizygous mice for all stimuli tested.

**Figure 9:**
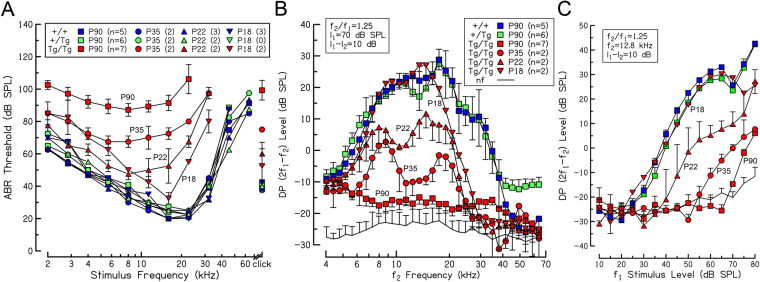
Hearing loss in Tg^1MDW/1MDW^ mice. (**A**) ABR threshold vs. frequency curves from P18 to P90. High-frequency (>16 kHz) hearing loss was observed in replicate P18 aged Tg^1MDW/1MDW^ homozygotes. At P22, high-frequency hearing loss of replicate homozygotes extended to frequencies above 8 kHz and by P35 hearing loss was observed across all test frequencies. By P90, the lowest thresholds observed in P90 Tg^1MDW/1MDW^ homozygotes were in the 90 dB SPL range, and responses were not detected at the highest level of output for stimulus frequencies >22.6 kHz, nor in homozygotes from P18 to P35 at frequencies >32 kHz. (**B**) Average distortion product otoacoustic emission (DPOAE) amplitude vs. f_2_ frequency curves confirm the sensory nature of hearing loss in homozygotes. DPOAEs observed in Tg^1MDW/1MDW^ homozygous mice were near the noise floor. (**C**) Average DPOAE input/output curves at an f_2_ frequency of 12.8 kHz indicate progressive DPOAE threshold shifts during the first 90 days.

Average distortion product otoacoustic emission (DPOAE) amplitude frequency curves confirm the peripheral sensory nature of hearing loss in Tg^1MDW/1MDW^ mice (Fig. 9B). Although DPOAEs were observed at P90 in Tg^1MDW/1MDW^ mice, responses were near the noise floor. A two-way mixed ANOVA of DPOAE level as a function of f2 frequency from animals at P90 yielded a significant interaction between frequency and genotype, F(64,480) = 6.1 P < 0.001, a significant main effect of frequency, F(32,480) = 23.59, *P* < 0.001, and a significant main effect of genotype, F(2,15) = 9.9, *P* < 0.05 (*P* = 0.002). Bonferroni corrected post-hoc tests showed significant amplitude differences between WT and homozygous Tg^1MDW/1MDW^ animals (p = 0.01), as well as between hemizygous and homozygous Tg^1MDW/1MDW^ animals (*P* = 0.003) but not between amplitudes of WT and hemizygotes (*P* = 1.0). One-way ANOVAs indicated significant differences among genotypes for f_2_ frequencies from 7.3 kHz to 29.3 kHz and multiple comparison tests showed significant differences in DPOAE level between homozygous Tg^1MDW/1MDW^ mice and both WT and hemizygous mice, but not between WT and hemizygous mice.

Stimulus level-dependent, progressive hearing loss was also apparent as shown in a series of DP amplitude vs. stimulus level curves representing responses to an f2 frequency of 12.8 kHz (Fig. 9C). Progressively increasing DPOAE thresholds with age were observed, findings that are consistent with the observed inner ear pathology, and confirming that the hearing impairment reported here results from sensory HC degeneration. A 2-way mixed ANOVA of DPOAE level as a function of f1 level from animals at P90 yielded a significant interaction between level and genotype, F(26,169) = 35.9 *P* < 0.001, a significant main effect of level, F(13,169) = 178.9, *P* < 0.001, and a significant main effect of genotype, F(2,13) = 56.8, *P* < 0.001. Bonferroni corrected post-hoc tests showed significant amplitude differences between WT and homozygous Tg^1MDW/1MDW^ animals (*P* < 0.001), as well as between hemizygous and homozygous Tg^1MDW/1MDW^ animals (*P* < 0.001), but not between amplitudes of WT and hemizygotes (*P* = 1.0). One-way ANOVAs showed significant differences among genotypes at levels at and above 30 dB SPL and multiple comparison tests indicated significant differences between homozygous Tg^1MDW/1MDW^ and WT mice at levels >25 dB SPL and between homozygous Tg^1MDW/1MDW^ and hemizygous mice at levels >35 dB SPL, although, responses for homozygous Tg^1MDW/1MDW^ mice were at noise floor levels below 70 dB SPL.

Both ABR and DPOAE measures correlate with the degree of histological HC loss in Tg^1MDW/1MDW^ mice (Figs. 6, 7). Overall, sensory HC degeneration in Tg^1MDW/1MDW^ mice suggests a significant potency of these three miRNAs in effecting tissue homeostasis through GFAP promoter-driven miRNA-183 cluster misexpression and represents a novel biological reagent useful to identify molecular pathways and mRNAs targeted by the miR-183 cluster.

## Discussion

Transgenic Tg^1MDW/1MDW^ mice were developed to misexpress miR-183 cluster in OC SCs to further explore the role of these HC-specific miRNAs on OC cell differentiation. In WT OC, the cell-specific mutual exclusion of miR-183 cluster expression from their respective mRNA targets ensures that HCs enforce repression of genes both temporally and spatially, relative to those same genes in SCs. The mutual exclusion hypothesis of miRNA function^16^ predicts that in Tg^1MDW/1MDW^, miR-183 cluster misexpression, driven by the GFAP promoter in adjacent and lineage-related SCs (compare Fig. 1A,B) should repress evolutionarily conserved target genes that are simultaneously essential to SC function and incompatible for attaining and/or maintaining the HC fate. The majority of downregulated genes observed by microarray (Table 2) at P5 are glial cell specific, supporting a significant influence of miR-183 cluster gene regulation on glial cell misexpression, most likely from Schwann cells that underlie the greater epithelial ridge (GER) and inner sulcus in the P5 OC microdissected tissue. 

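Of 26 measured genes of Schwann cells whether or not they myelinate, 4 were lower and none was higher in Tg 1MDW/1MDW (9 lower and 1 higher when adjusted over the list alone), with a median log2 change of -0.21. These 4 were *Lgi4*, a secreted signal for Schwann cell myelination, at -0.76 (standard error 0.14, adjusted p = 0.015 from limma), *Art3*, an ADP-ribosyltransferase family member, at -0.75 (standard error 0.10, adjusted p = 9.8e-04), *Pou3f1*, a transcription factor of promyelinating Schwann cells, at -0.74 (standard error 0.10, adjusted p = 0.0014), and *Cadm4*, which joins Schwann cells to axons, at -0.39 (standard error 0.08, adjusted p = 0.036). *Sox10*, the transcription factor of the lineage, had a value of -0.14 (adjusted p = 0.47), *Cdh19*, a cadherin of Schwann cell precursors, 0.09 (adjusted p = 0.56) and the neurotrophin receptor *Ngfr* 0.05 (adjusted p = 0.87). The list was lower than other genes in camera (adjusted p = 0.0018), but not with an estimated correlation (adjusted p = 0.39). With the Y-linked level of the arrays as a covariate, *Lgi4*, *Pou3f1* and *Cadm4* did not pass (adjusted p = 0.36, 0.058 and 0.47).

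None of 13 genes of CNS oligodendrocytes passed (1 lower when adjusted over the list alone), with *Mog*, a glycoprotein of CNS myelin, at 0.23 (adjusted p = 0.3) and a median of 0.13 (camera adjusted p = 0.14). None of 15 astrocyte genes passed either (camera adjusted p = 0.4). All 19 genes of cholesterol synthesis, on which myelination draws, had negative changes. Of these 3 were lower, *Hmgcs1*, *Idi1* and *Mvd* (10 when adjusted over the list alone), with adjusted p = 1.6e-07 in camera and adjusted p = 0.024 with an estimated correlation. Of 20 genes of the node of Ranvier and the axon, 5 were lower (9 when adjusted over the list alone), among them *Gldn*, the Schwann cell protein gliomedin, at -1.81 (standard error 0.22, adjusted p = 3.2e-04) and *Dag1*, a laminin receptor, at -0.35 (standard error 0.05, adjusted p = 0.0029). This call of the list (camera adjusted p = 5.4e-06) was lost at adjusted p = 0.19 with an estimated correlation. Of 30 spiral ganglion neuron genes, 90% had negative changes, with a median of -0.34, and 2 were lower, *Kcna1* and *Kcna2* (3 when adjusted over the list alone), with camera adjusted p = 7.1e-06 and adjusted p = 0.38 with an estimated correlation.

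In P18-cochlea 2 of the 28 myelin genes were higher and none was lower (3 higher when adjusted over the list alone). Besides *Pmp2* this was *Gjc3*, a connexin of myelinating glia, at 0.63 (standard error 0.10, adjusted p = 0.0059). Of the Schwann cell lineage genes, *Fabp7*, a fatty acid binding protein of immature glia, rose by 0.94 (standard error 0.09, adjusted p = 1.3e-05) and *Cdh19* by 0.73 (standard error 0.10, adjusted p = 0.002), and the calls of both lists in camera were lost with an estimated correlation (adjusted p = 0.23 and 0.43). The effect of genotype was higher at P18 than at P5 for 18 genes of the myelin list, by a median of 1.12 over the list (adjusted p = 7.9e-04 with an estimated correlation). From the glial genes among the lowered probesets of Table 2, the paper reasons to an influence of the cluster on glia. It proposes Schwann cells beneath the greater epithelial ridge and inner sulcus as their source. The paper also reports miR-182 label in Schwann cells of Tg 1MDW/1MDW at P18 by in situ hybridization (Fig. 1B). At P5 it found no clear difference from WT by that method.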

At P6, possible effects on OC cell differentiation in Tg^1MDW/1MDW^ were revealed by detecting a modest increase in medially placed IHCs (Fig. 2A–C), and by the observation of SC types (Deiters’ cells) that express the HC marker MYO6 (Fig. 3A,B). Whether these cells are the result of SC transdifferentiation and/or are generated through perturbations of cell-cell signaling pathways known to effect such changes, such as Wnt and Notch signaling^35^, is the focus of our ongoing studies. Previous studies with this cluster have shown them to be potent modulators of HC fates in zebrafish *in vivo*^11^. These extra IHCs phenocopy single-gene hypomorphic and null mutations in genes that specify SC identity and that are predicted targets of miR-183 cluster miRNAs (Fig. 2D)^25–29,36–38^. Indeed, our dual luciferase assays validated *Sox2*, *Notch1* and *Hes1* 3′UTRs as targets for post-transcriptional repression by miR-183 cluster members (Fig. 4). Cochlear HCs and adjacent SCs of the mammalian OC arise from post-mitotic prosensory precursors within specialized otic epithelium^20^. Notch1, Jagged1 (Jag1, a Notch ligand) and a downstream transcription factor (TF), Sox2, define this precursor pool through the Notch-mediated process of lateral induction^39^. Notch signaling also governs the process of lateral inhibition, which results in sharply contrasting cell types in the OC. In this process, presumptive HCs upregulate the TF Atoh1, notch ligands Delta1 (Dll1) and Jagged 2 (Jag2), and the miR-183 cluster. Dll1 and Jag2 increase notch1 activation in adjacent SC cells. This activation releases the notch intracellular fragment, N^ICD^, inducing genes that inhibit HC fates and promote SC fates^40^, including expression of GFAP, a glial-specific intermediate filament protein^41^. Interestingly, Sox2 persists in adult OC SCs, suggesting a maintenance of precursor identity^42^. Since Notch signaling is regulated by miRNAs in *Drosophila*^43^, one testable hypothesis using Tg^1MDW/1MDW^ is to ask whether SC miR-183 cluster expression affects Notch-mediated cell fate specification and/or homeostasis as the mechanism for how targeted misexpression of the HC specific miR-183 cluster may increase the propensity of SCs to transdifferentiate into HCs, an emerging paradigm for treating hearing loss^44–46^.

Rapid age-related demise of HCs, observed in this model both histologically (Figs 7, 8) and physiologically (Fig. 9), suggests a specific potency to dysregulation of miR-183 cluster target genes on postnatal OC homeostasis and function. While it can’t be ruled out that integration of Tg^1MDW^ may have disrupted an endogenous gene critical for hair cell survival, comparing Tg^1MDW/1MDW^ whole transcriptome effects to those from previously published miR-183 cluster mouse loss-of-function mutants (Fig. 6, Table 5) revealed reciprocal effects on miR-183 cluster target sites. These reciprocal effects are consistent with a reduction of miR-183 cluster miRNAs in sensory cells^2,33^ versus a gain of miR-183 cluster miRNAs in SCs (this study). Despite these fundamental miRNA target-specific transcriptome differences, sensory cell demise predominates in all three mouse models. 

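Several myelin genes were lower in the P5-OC of Tg 1MDW/1MDW. *Mag*, an adhesion protein of the inner myelin membrane, measured 6.75 ± 0.31 in Tg 1MDW/1MDW and 8.98 ± 0.12 in WT (log2 signal, SD, n = 5 each), a change of -2.23 (adjusted p = 4.7e-08 from limma). *Fa2h*, the enzyme that hydroxylates fatty acids of myelin lipids, measured 6.83 ± 0.32 against 8.81 ± 0.10, a change of -1.97 (adjusted p = 1.5e-07). *Prx*, the scaffold protein periaxin of Schwann cells, measured 6.32 ± 0.19 against 7.75 ± 0.29 (-1.43, adjusted p = 9.1e-06). *Ncmap*, a membrane protein of noncompact myelin, measured 6.41 ± 0.27 against 7.49 ± 0.08 (-1.08, adjusted p = 6.6e-05), and *Pmp22*, a protein of compact peripheral myelin, 12.04 ± 0.19 against 13.00 ± 0.08 (-0.96, adjusted p = 1.2e-05). For each of these 5 genes every Tg 1MDW/1MDW array lay below every WT array, where chance sets groups apart in either direction for 0.794% of genes. The paper names these genes for these samples, so their direction is not independent evidence. *Stfa1*, a stefin of neutrophils, is not the single gene of any probeset in the platform table and has no value here. At an unadjusted p under 0.05 and a fold change of at least 1.5, the P5 comparison held 142 named genes, 113 lower and 29 higher, while over all probesets 212 were lower and 212 higher. The *Mir96* ddl/ddl arrays were not analysed here.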

Interestingly, comparing the 19,358 interrogated genes common to both P5 OC Tg^1MDW/1MDW^ versus P3 OC *Mir96*^*ddl/ddl*^ microarray studies, the overlap of *Mir96*^*ddl/ddl*^ changed genes (n = 97) with Tg^1MDW/1MDW^ changed (179) genes (uncorrected P < 0.05, fold change cutoff ± 1.5) were statistically not independent (Odds Ratio 7.27, Fisher Exact test P = 0.00028) with all 6 common genes changed in the same direction (5 downregulated: *Ncmap, Pmp22, Prx, Mag, Fa2h*, 1 upregulated: *Stfa1*). So, while there is evidence for reciprocal effects on miR-183 cluster target sites, these models do exhibit common gene expression changes, as well. Indeed, the common HC phenotypes in regards to stereocilia defects, ABR threshold elevation and HC death, while more severe in *Mir96*^*+/ddl*^ heterozygotes, are similar and suggest a narrow range of tolerance for modulations in miR-183 cluster miRNA levels, and therefore the genes they regulate.

This mammalian miRNA misexpression model demonstrates the potency of small non-protein coding miRNAs and should be useful in genomic/transcriptomic/proteomic studies to identify primary miR-183 cluster target genes and regulatory, structural and/or metabolic pathways affected by their dysregulation. The elucidation of miRNA-regulated pathways affected in SCs may provide novel avenues for future therapeutic interventions in treating some forms of hearing loss, be it by identifying molecular genetic pathways critical to HC homeostasis or by informing SC transdifferentiation research.

## Methods

### Animals

Animal studies were approved by both Creighton University and Boys Town National Research Hospital Institutional Animal Care and Use Committees and were consistent with the National Research Council *Guide for the Care and Use of Laboratory Animals* (2011). FVB/NCrl mice were purchased from Charles River Laboratories.

### Generation of transgenic mice and genotyping

A 453 bp DNA fragment encompassing the pre-miRNA sequences of both *miR183* and *miR96* were PCR amplified from total mouse DNA using the following primers: 5′-CAGTCCCGGGTGCAGGCTGGAGAGTGTGAC-3′ and 5′-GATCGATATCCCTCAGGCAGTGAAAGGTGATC-3′. A 586 bp region including pre-miR-182 was PCR amplified using primers 5′-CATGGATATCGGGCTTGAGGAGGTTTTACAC-3′ and 5′-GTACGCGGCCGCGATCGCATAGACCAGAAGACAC-3”. The miR-183/miR-96 PCR product was directionally cloned into the XmaI-EcoRV sites within the polycloning region of pIRES-hrGFPII (Stratagene) to create p183-X-E. The miR-182 PCR product was subsequently cloned into the EcoRV-NotI sites of p183-X-E to create p182-10. The cloned sequences for both plasmids were verified by DNA sequencing. HEK293 cells transfected with p182-10 verified expression and processing of significantly elevated levels of mature miR-183 cluster miRNAs using commercial miRNA PCR assays (Ambion, data not shown). To generate the miR-183 cluster transgene, a 1045 bp PCR product having *Mir183*, *Mir96* and *Mir182* was amplified from p182-10 using the following PCR primers: 5′-CAG TAG ATC TTG CAG GCT GGA GAG TGT GAC-3′ and 5′-CTG AAG ATC TGA TCG CAT AGA CCA GAA GAC AC-3. This PCR product was digested with BglII and replaced the nls-LacZ BamHI fragment of pGFA2-nlac (a gift from M. Brenner, UAB) to create pGfa2-miRs-183-96-182. A linear 3.8 kb NspI fragment from pGfa2-miRs-183-96-182 (genbank ID: JX912274) was purified and used for pronuclear microinjection into FVB/NCrl embryos. Three founders (Tg^1MDW^, Tg^2MDW^, Tg^3MDW^) were identified by PCR amplification of a 512 bp DNA product using the following primers: 5′-TTG GCA ATG GTA GAA CTC ACA C-3′ and 5′ATC TGC TCC TGC TTT TGC TG-3. Independent transgenic lines of the founders were established by backcrossing to FVB/NCrl and maintained by filial mating. Real-time quantitative PCR was used to genotype animals for genetic, molecular and histologic studies described below. Briefly, 5′ nuclease assay primer/probe sets for Tg(GFAP- *Mir183,Mir96,Mir182*) and endogenous *Atoh1* gene were simultaneously amplified in PCR reactions with Platinum® Quantitative PCR SuperMix-UDG w/ROX (Invitrogen) using DNA purified from tail biopsies. Table 6 lists the primer sequences used for quantitative Tg genotyping. PCR was run on a StepOnePlus™ PCR system (Applied Biosystems®). Tg genotypes were determined using the ΔΔCt method using *Atoh1* as the normalization control. The hemizygote and homozygote quantitative PCR distributions within each transgenic line were statistically distinct (Fig. 1).

### Histologic analysis

Whole-mount *in situ* hybridization (ISH) using LNA-DIG labeled probes against miR-182 was performed as previously described^7^. Cy5 fluorescence of miR-182 used sheep anti-DIG-POD Fab antibodies (Roche) with a tyramine signal amplification kit (TSA Plus, Perkin Elmer). For fluorescent labeling of F-actin, mouse cochleae were harvested, microdissected, fixed in 4% PFA overnight, dehydrated-rehydrated through an ethanol series, blocked with normal goat serum and stained overnight with TRITC-Phalloidin (Sigma, 0.5ug/ml), rinsed in PBS, mounted on slides with glycerol and imaged using a Zeiss LSM 510 META LNO confocal microscope. For electron microscopy, ears were fixed overnight in 2.5% glutaraldehyde, postfixed in 1% OsO4 in cacodylate buffer, dehydrated, sputter coated and mounted for scanning electron microscopy (SEM).

For immunohistochemistry, tissue pieces of the OC (apex, middle and base) were block/permeabilized with 5% Normal Goat Serum (NGS)/0.1% Tween20 at room temperature for 2–3 hours, incubated with polyclonal rabbit MYO6 or MYO7a primary antibodies (Proteus Biosciences, #25-6791-MYO6, #25-6790-MYO7a) for 48 hours in blocking buffer and washed three times with PBS, labeled with either Alexa 488- or Alexa-568- conjugated anti-rabbit secondary antibodies (1:500) (Invitrogen), washed with PBS, coverslipped using Prolong anti-fade (Invitrogen), and analyzed using either a Zeiss LMS 510 or LMS 800 confocal microscope.

### Real-time quantitative RT-PCR

Relative expression levels of mature miR-96, miR-82, miR-183 were assayed using ABI Taqman assays according to the ΔΔCt method using *snoRNA-202* (Supplementary Figure S1) or *snoRNA-135* as the normalization control.

### Dual luciferase assays

DNA corresponding to the 3′ UTRs of Sox2, Notch1, Jag1, and Hes1 mRNA was amplified from mouse genomic DNA by PCR. Products were purified and inserted into the region corresponding to the 3′ UTR of the Photinus luciferase reporter gene in pmirGLO (Promega) using the In-Fusion HD Cloning System (Clontech). pmirGLO also contains a separate Renilla luciferase report gene. HEK293 cells (~2 × 10^5^ cell/well; 24-well plate) were co-transfected using Lipofectamine 2000 (Invitrogen) with 200 ng reporter vector and 20 pmol synthetic RNA duplex representing scrambled control siRNA (Integrated DNA Technologies), miR-96, miR-182, or miR-183, or with 30 pmol combined miRNAs (10 pmol each). Cells were cultured post-transfection for 24 h and harvested to perform dual-luciferase assays using the Dual-Glo Luciferase Assay System (Promega) on a Modulus Microplate Luminometer with dual injectors (Turner Biosystems). Two replicate readings from six transfections over the course of three experiments were performed. The ratio of Photinus and Renilla luciferase activity for each reporter vector co-transfected with miRNA was normalized to that reporter vector co-transfected with scrambled control siRNA. The Wilcoxon signed-rank test was used to determine statistically significant differences in relative luciferase activity between miRNAs and control siRNA.

### MicroArray Study

Ear tissues were collected and stored in RNAlater at −80 °C. Total RNA from WT and Tg^1MDW/1MDW^ microdissected OC at P5 (n = 5) and cochleae at P18 (n = 3) were purified using the RNAeasy Mini Kit (Qiagen) following rotor-stator homogenization. The integrity and quality of each RNA preparation were determined using RNA pico chips run on a Model 2100 Agilent BioAnalyzer and quantitated using a NanoDrop 2000 spectrophotometer. RNA samples were sent to the University of Nebraska Medical Center (UNMC) microarray core facility for labeling and microarray hybridization to Affymetrix mouse MoGene 1.0 platform (Affymetrix). From a total of 28,188 annotated probesets, mean differences in gene expression were statistically identified by applying a 2-way ANOVA block design using the Linear Model for Microarray Data (Limma) Package^47,48^ through implementation of MicroArray Я US Gui interface to R^49^ and the Bioconductor Project microarray analysis programs. The microarray data has been assigned a GEO omnibus accession GSE95579.

### Cochlear function

Auditory brainstem responses (ABRs) and distortion product otoacoustic emissions (DPOAEs) were recorded in WT, Tg^1MDW^ hemizygous and Tg^1MDW/1MDW^ homozygous mice anesthetized with a ketamine-xylazine mixture (100 mg/kg ketamine, 15 mg/kg xylazine IP) and supplemented with 25–50% of the initial dose as needed throughout the recording session to maintain a stable, quiet recording environment. Body temperature was controlled using a thermostatically regulated heating blanket and thermal probe, and body temperature was maintained at approximately 37.5 °C (Harvard Apparatus). Heart rate was monitored throughout the procedure and fluids were replaced as needed. All recordings were conducted in an electrically shielded, double-walled, sound-attenuating chamber (Industrial Acoustics Corp).

### ABR Procedures

ABRs were used to assess the integrity of the cochlea and auditory brainstem non-invasively as detailed previously^50,51^. Stimuli consisted of 3 ms pure tone bursts (1 ms raised cosine on/off ramps and 1 ms plateau) or 64μs clicks. Both tone bursts and clicks were digitally generated (125 kHz clock rate) and delivered free-field through a high impedance piezoelectric tweeter (Radio Shack). For stimuli above 32 kHz, an electrostatic speaker (ES1, TDT) was substituted. Sound sources were placed ~10 cm from the cranial vertex. Stimulus levels were calibrated in decibels sound pressure level (dB SPL) with a 1/8-inch Brüel and Kjær microphone (Model 4138). Platinum needle electrodes (Grass Instruments) were positioned subdermally at the vertex (active, non-inverting), the infra-auricular region (reference, inverting), and the neck region (ground). Scalp voltage potentials were amplified 100,000X, band-pass filtered between 0.03 and 10 kHz (Grass Model P511K), and digitized (Tucker-Davis Technologies, TDT) at a 20 kHz sampling rate over 15 milliseconds. A total of 200 trials were averaged for each response. Waveforms were stored digitally for off-line analyses and custom software was used for data acquisition and subsequent data analyses. ABR thresholds were determined for clicks and for tone bursts in half octave steps ranging from 64 to 2.0 kHz. Stimulus levels were decremented from 90 dB SPL to below threshold in 10 dB steps. Threshold values were subsequently refined using a bracketing strategy in which level was adjusted in 5 dB steps relative to threshold values previously determined in 10 dB step decrements. Threshold was defined as the smallest stimulus that generated an unambiguous, replicable response.

### DPOAE Procedures

DPOAEs were used to assess OHC function non-invasively as detailed previously^51,52^. Briefly, 2 phase-locked pure tone stimuli (f1, f2) were generated by 24-bit D/A converters (Lynx22 soundcard) and conveyed through separate earphones. The primary tone frequencies were presented such that f2/f1 = 1.25, and f2 intensity was 10 dB lower than f1. The earphone outputs, along with a low-distortion probe microphone (Etymotic Research, ER-10B+) were sealed within the external ear canal, forming a closed acoustic system. Acoustic emissions recorded by the probe microphone were amplified 40 dB and sampled with a 24-bit A/D converter (Lynx Studio Technology, L22) at 48 kHz for tone frequencies below 5 kHz or at 192 kHz at tone frequencies above 5 kHz. FFT analyses were used to compute level/phase of component DPOAEs and their corresponding noise floors.

Physiological results were analyzed using a two-way mixed analysis of variance (IBM SPSS version 22), with genotype (WT, Tg^1MDW^ hemizygous and Tg^1MDW/1MDW^ homozygous groups) as the between-subject variable. For ABRs, stimulus type (click and frequencies from 2 to 22.6 kHz) was the repeated measure, for DPOAE frequency sweeps, f2 frequency (4 to 64 kHz) was the repeated measure, and for DPOAE input-output curves, f1 level (10 to 75 dB SPL) was the repeated measure. Bonferroni adjustments were made for multiple comparisons and data were analyzed further using one-way analysis of variance (ANOVA) and Dunnett C tests were used for multiple comparisons. Differences between means were considered statistically significant when *P* < 0.05.

## Electronic supplementary material

Supplementary Figure S1

# Supplementary material for: A mouse model of miR-96, miR-182 and miR-183 misexpression implicates miRNAs in cochlear cell fate and homeostasis
**Source:** Sci Rep. 2018 Feb 23;8:3569. doi: 10.1038/s41598-018-21811-1
**Supplement:** Supplementary file 1 — Supplementary Figure S1

A mouse model of miR-96, miR-182 and miR-183 misexpression implicates miRNAs in cochlear cell fate and homeostasis.

Authors: Michael D. Weston<sup>1\*</sup>, Shikha Tarang<sup>1</sup>, Marsha L. Pierce<sup>2</sup>, Umesh Pyakurel<sup>1</sup>, Sonia Rocha-Sanchez<sup>1</sup>, JoAnn McGee<sup>3</sup>, Edward J. Walsh<sup>3</sup>, Garrett A. Soukup<sup>4</sup>

Boyne Building  
Department of Oral Biology  
780729 California Plaza  

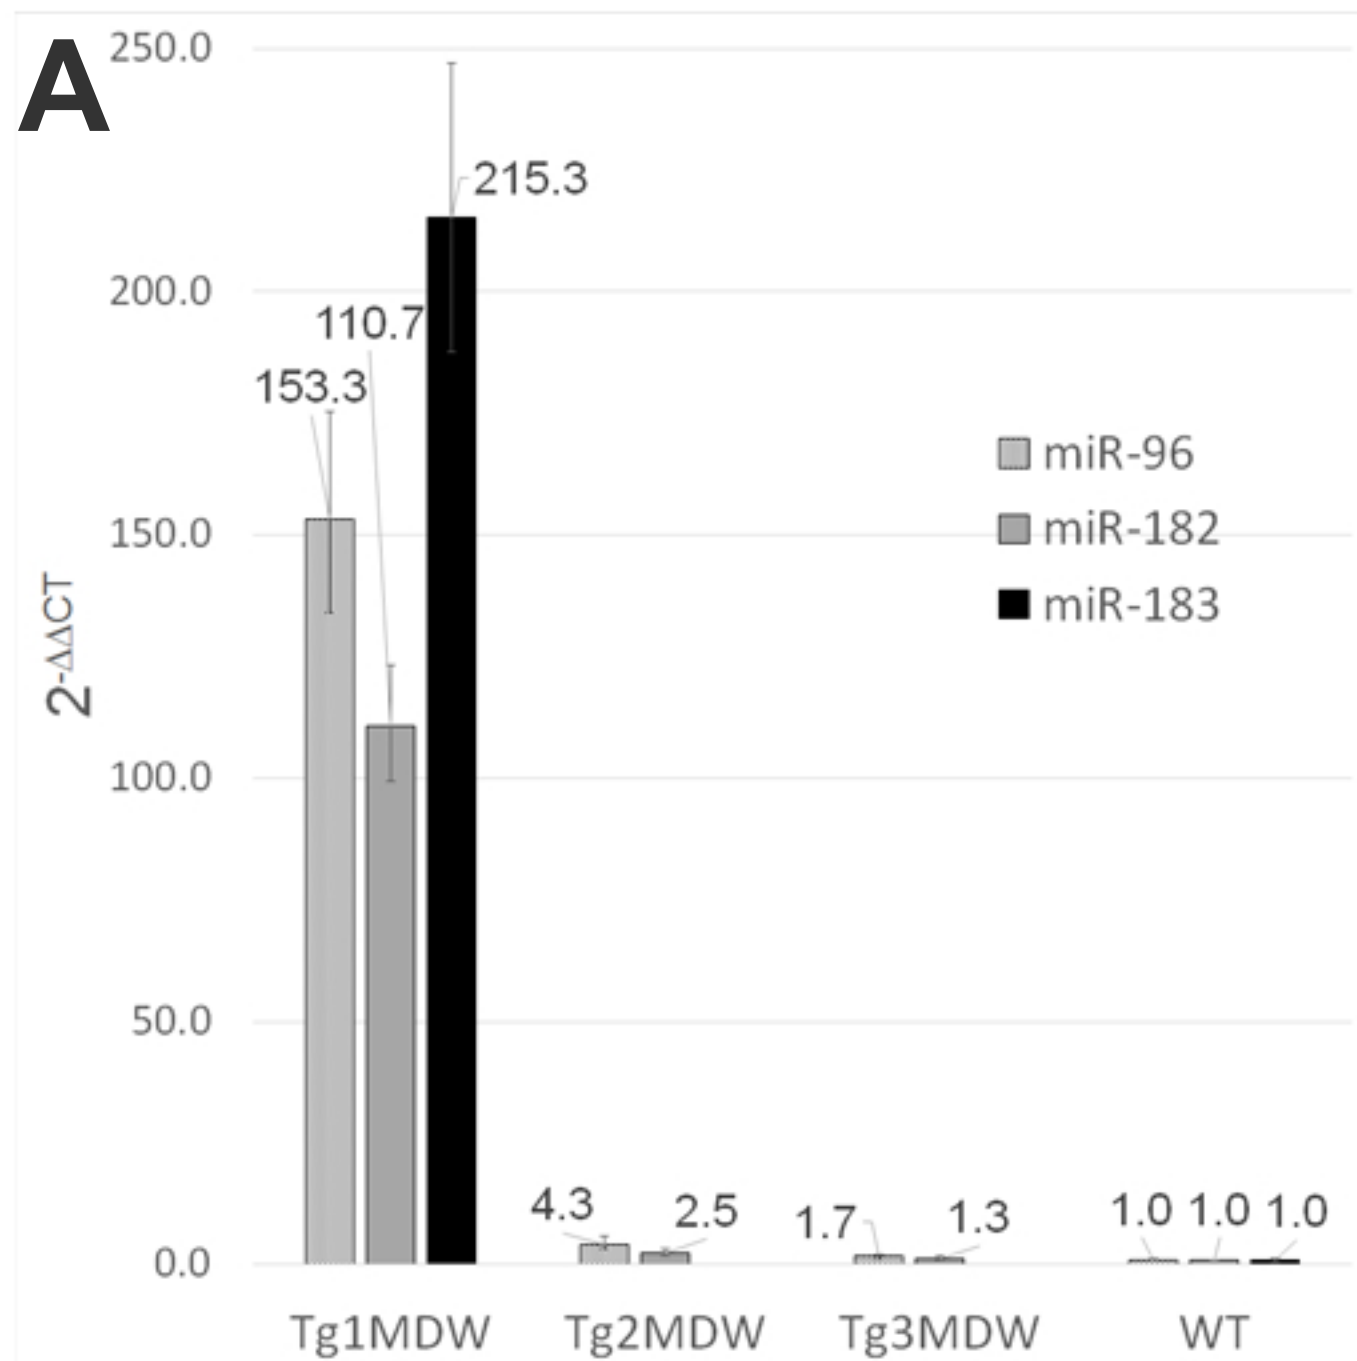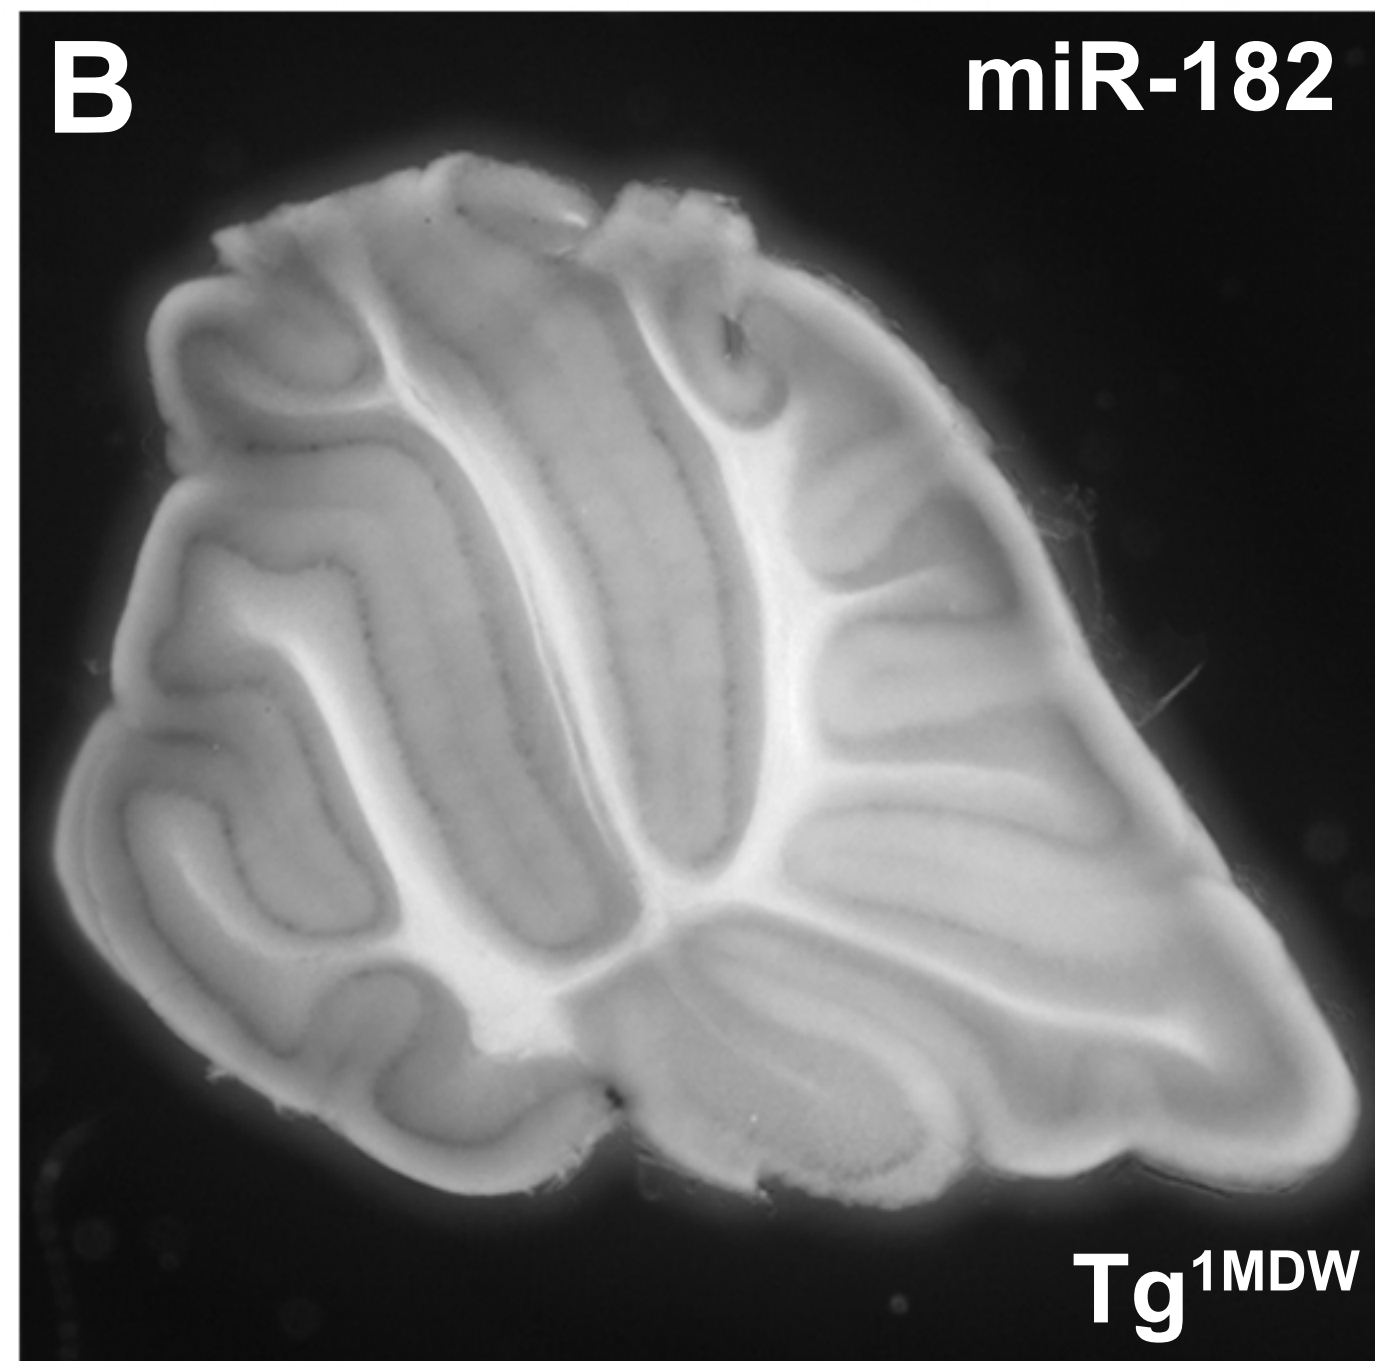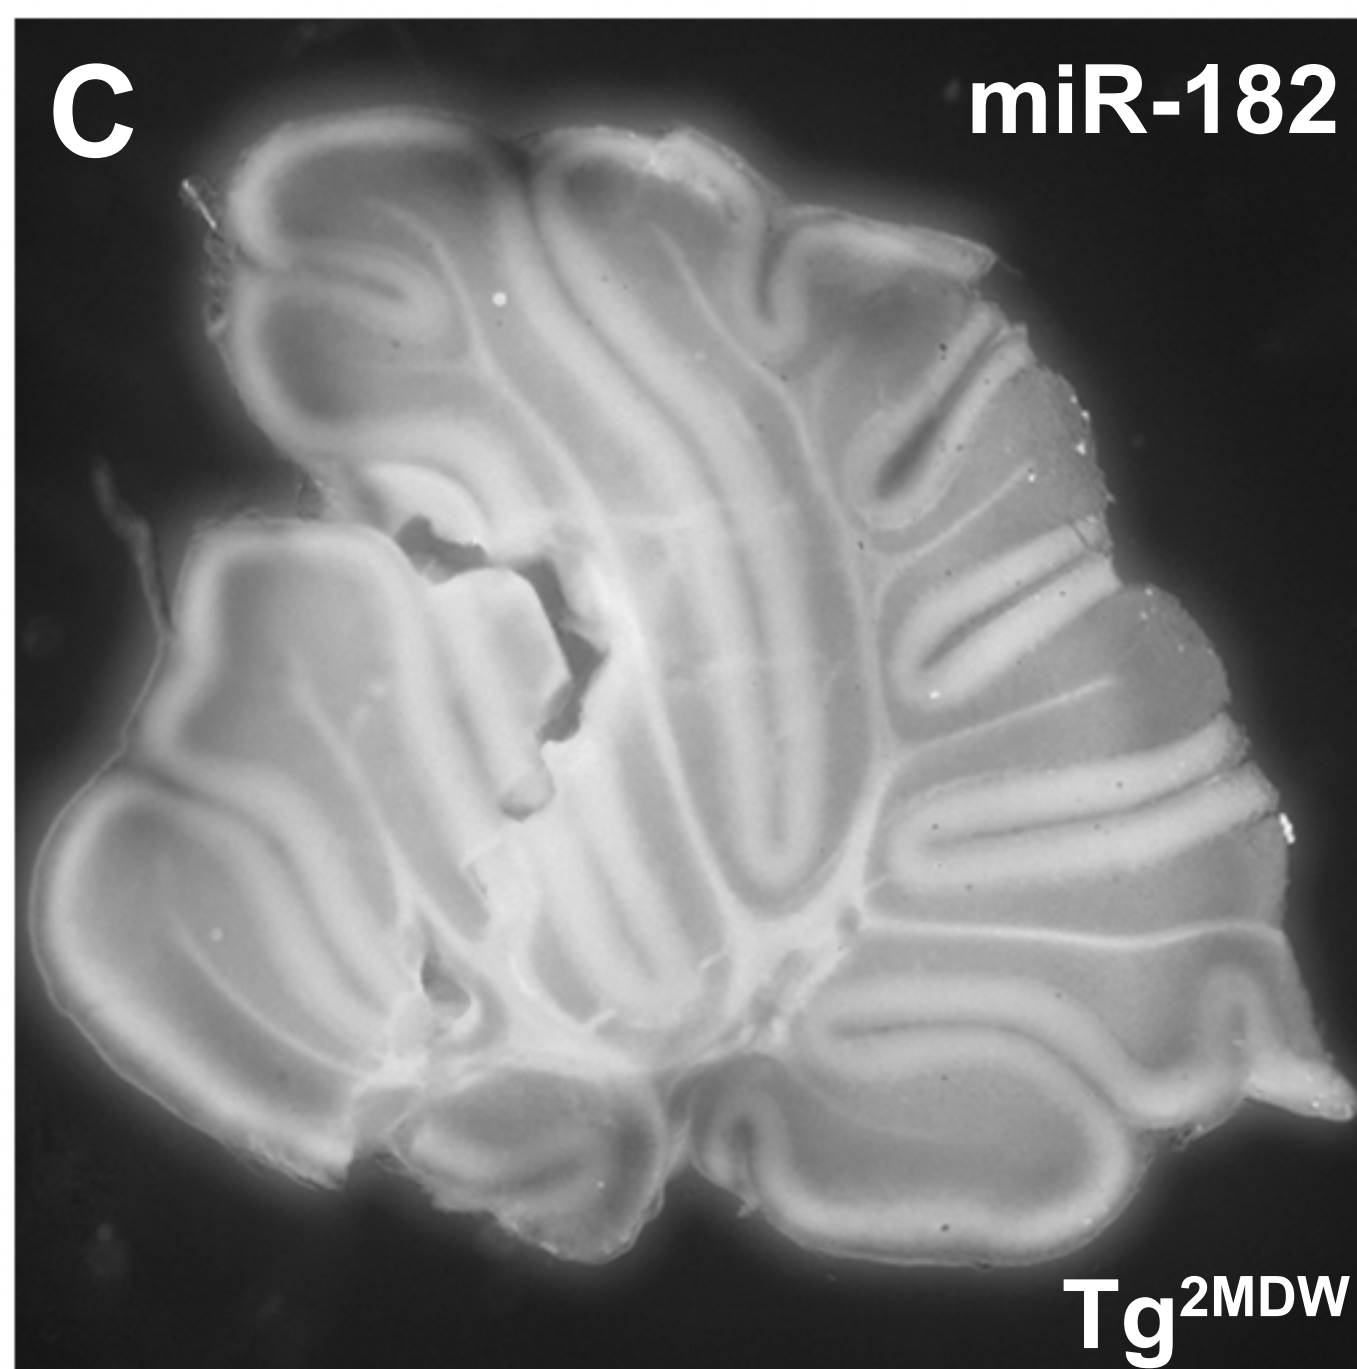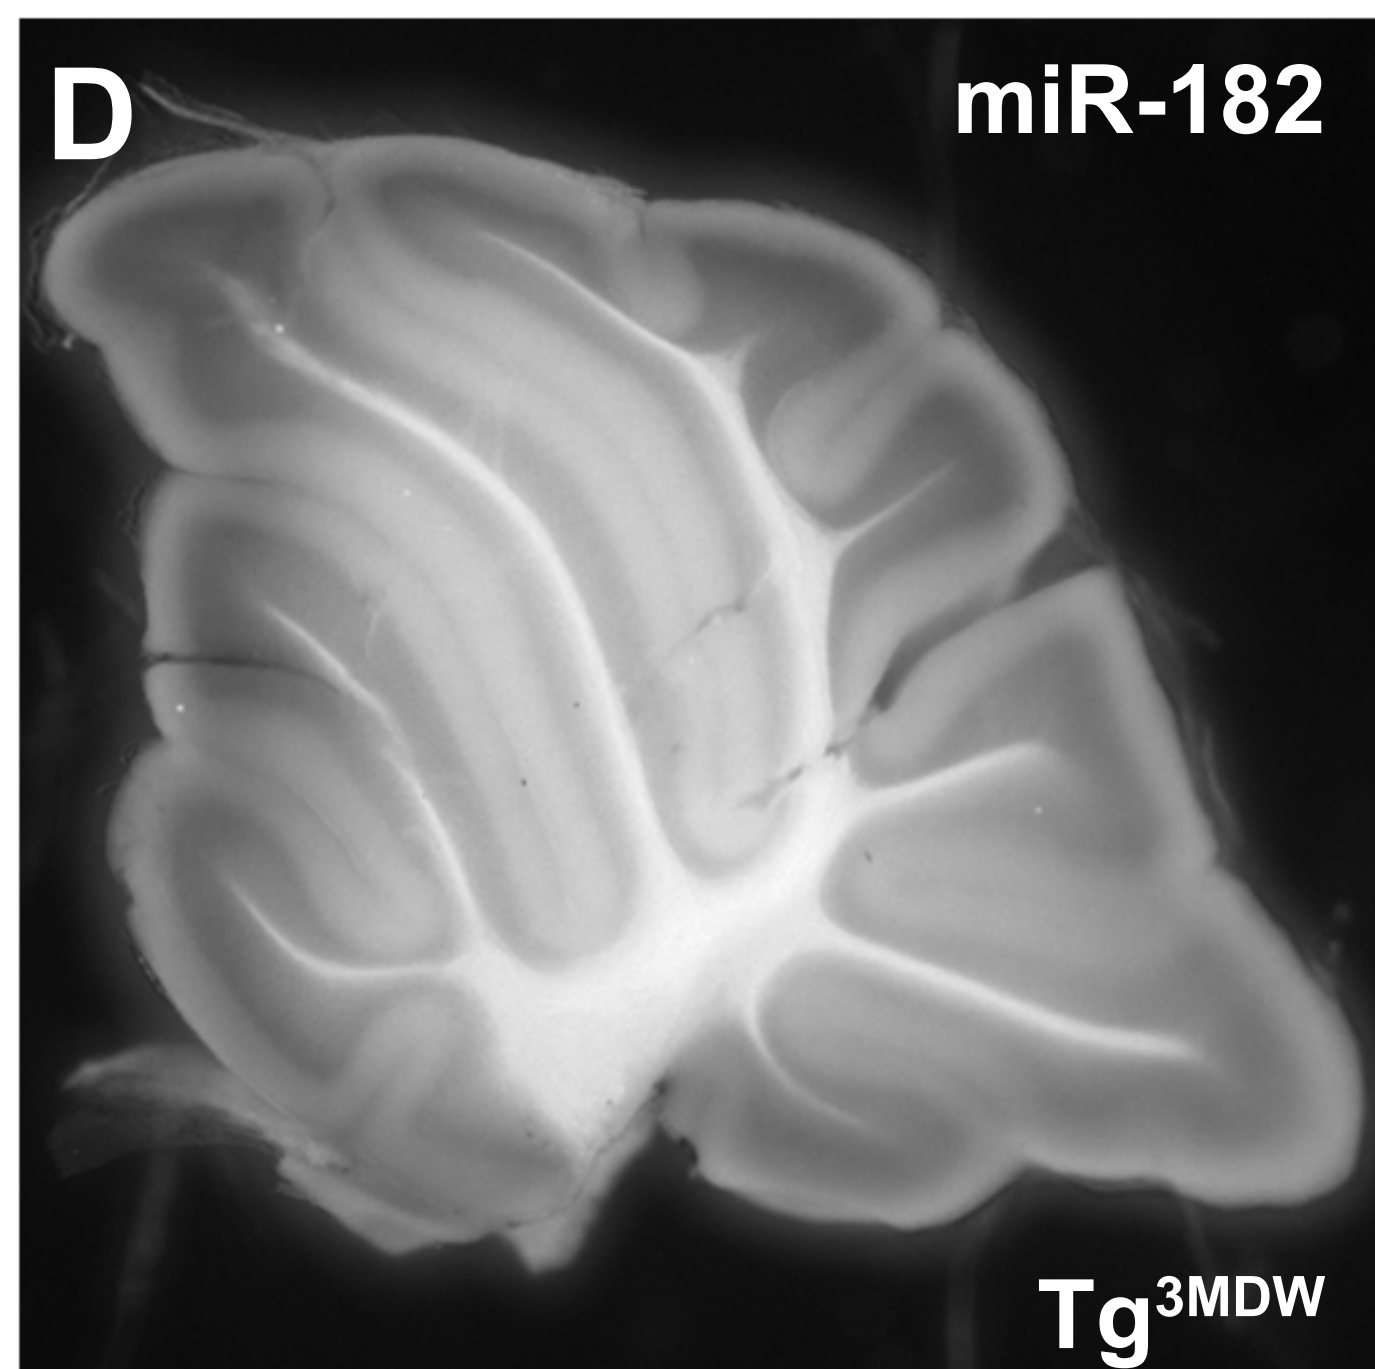

**Supplementary Figure S1.** Three FVB/NClr-Tg(GFAP-Mir183,Mir96,Mir182) lines demonstrate variable patterns and levels of miR-183 cluster miRNA expression. (A). TaqMan assays for miR-96, miR-182 and miR-183 relative expression ( $\log_2^{-\Delta\Delta CT}$ , normalized to *snoRNA-202* and WT littermates of Tg<sup>3MDW</sup> or Tg<sup>1MDW</sup>) from total brain RNA of Tg obligate hemizygotes (P21), reveals the variability of expression/abundance. Tg<sup>1MDW</sup> levels of miR-183 cluster miRNAs are substantially higher than either Tg<sup>2MDW</sup> or Tg<sup>3MDW</sup> and are likely caused by transgene integration position effects. (B-D). *In situ* detection of miR-182 in parasagittal cerebellar slices from weaned Tg hemizygotes. (B). Tg<sup>1MDW</sup> shows miR-182 localization consistent with Bergmann glial cells demonstrating the GFAP core promoter expression in endogenous GFAP expressing cells. (C-D). Tg<sup>2MDW</sup> and Tg<sup>3MDW</sup> do not demonstrate the same cerebellar expression pattern as Tg<sup>1MDW</sup>. The pattern and level differences of miR-183 cluster miRNAs in the brain are consistent with other phenotypic distinctions between these lines (i.e. lens cataracts, pelage loss, hearing loss) which are most likely due to transgene copy number and integration site differences.

How the deposited data were processed for this re-analysis (not part of the article)

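RNA of the microdissected organ of Corti at P5 (5 Tg 1MDW/1MDW and 5 WT samples) and of the cochlea at P18 (3 Tg 1MDW/1MDW and 3 WT samples) had been hybridised to 16 MoGene 1.0 arrays. The authors deposited normalized log2 signals for 34760 probesets, and the paper's text names limma but not the background correction, normalization or summary of probes that made them. The values lie between 2.09 and 13.72, none is missing, and no further normalization was applied before the tests. The number of arrays limits the precision of each value. Samples were grouped by their names, which give ages of 5 and 18 days. Other label fields give ages of 5.5 and 18.5 days, and they conflict with the names of samples in age, tissue and genotype.

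All 16 arrays entered a fit with 4 group means in limma 3.58.1 under R 4.3.3 (lmFit and eBayes, 12 residual and 3.23 prior degrees of freedom). Contrasts were Tg 1MDW/1MDW minus WT at P5, the same at P18, the difference between these effects, and P18 minus P5 in WT. Tests were two-sided, and p-values were adjusted by the method of Benjamini and Hochberg over all probesets within a contrast. A probeset was called at an adjusted p under 0.05 and a fold change of at least 2, or 1.5 where stated. For the difference between the ages no fold limit was set. No probeset was filtered out.

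Names came from the platform table, which pairs 21640 probesets with 1 gene and 1321 with several, and 2 more were named from the paper's tables. Of the probesets, 6573 have identifiers below the lowest that the platform table lists. For gene lists, the probeset with the highest mean stood for each of 19939 genes. The 38 lists were tested with limma's camera at its preset correlation of 0.01, with an estimated correlation, and with fry (statmod 1.5.0), adjusted over the lists within a contrast, and their members were also adjusted over the list alone.

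The genes named in the text followed a rule set before the data were examined, as were the lists, the contrasts and all alternatives but those named as added below. The rule takes every gene that the paper names for a comparison in its text or Tables 2 to 4, whose values in the paper had been seen, the 12 largest rises and the 12 largest falls among probesets at an adjusted p under 0.05 whose groups do not overlap, up to 4 members of a described list with the smallest adjusted p and the member with the largest change the other way, genes within 2 Mb of *Rwdd2a* that passed, and the 5 genes with the smallest adjusted p in each direction for the difference between the ages. Other members of lists named as examples were chosen after their values were seen.

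The fit was tested on simulated data with 200 changed probesets of 34760. At an adjusted p under 0.05, without a fold limit, it found 71.6% of 1.5-fold, 88.1% of 2-fold and 100% of 4-fold changes at P5, with 11 other probesets, and 35.8%, 70.1% and 95.5% at P18, with 5 others. Alternatives were a replicate block, separate fits per age, a filter on dim probesets, named probesets only, repeated normalization, another variance model, array weights, the conflicting labels, other fold limits, and each array left out in turn. The Y-linked level as a covariate and the omission of probesets below the lowest listed identifier were added after the data were seen, as were all alternatives for the relaxed sets of genes. Seed sites and the ranking of heptamers were not analysed here, since 3′ UTR sequences were not used here. Plots were drawn with Python 3.11.15 and matplotlib 3.10.9.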

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

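Of the tests weighed here, those of tissue, a transgene effect at both ages, pools, Schwann cells, stage, sexes and the local effect were chosen only after the result was seen. The random windows of the position test and the counts of other splits were planned, and the random placements were added later.

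In P18-cochlea, skeletal muscle genes were higher and cerebellar granule cell genes lower in Tg 1MDW/1MDW. A transgene effect of like size at both ages and tissues is argued against, since the muscle genes of the paper's tables had a median P5 change of 0.06 against a P18 median of 1.58, although camera placed this list slightly higher than other genes at P5 too (adjusted p = 0.0076, and adjusted p = 0.46 with an estimated correlation). Of the 70 further muscle genes, of which the paper names 1 for these samples, 84.3% had positive changes. However, *Cox8b* (0.04, at 10.57 in Tg 1MDW/1MDW) and *Tcap* (0.30) did not pass. Skeletal muscle tissue in the Tg 1MDW/1MDW dissections stays open as a candidate explanation. Brain tissue in the WT dissections stays open as another, since 91.7% of the Purkinje cell genes had negative changes, with *Pcp2* at -0.42 (adjusted p = 0.098 from limma). A change of muscle or neuronal transcripts in the P18 cochlea itself was not tested and stays open too, and arrays of a P18 group may share 1 pool of animals, since the range of *Xist* and the Y-linked genes within a group reached at most the percentile 69.9 among probesets of like level, although separate pools with an equal mix of sexes would look alike.

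In the P5-OC, myelin genes were lower in Tg 1MDW/1MDW. Fewer Schwann cells of all kinds are not excluded. The median of the Schwann lineage list lay 0.83 above that of the myelin list. This is beyond the interquartile range of 0.43 of the lineage list but within the 1.25 of the myelin list. However, 8 of the 26 lineage genes are in other lists too, such as *Sox2* and *Ednrb* (supporting cells) and *Gap43* (spiral ganglion neurons). Other cells could hold such genes up, so the median cannot decide. Fewer myelinating cells and less transcript per cell were not tested apart. A loss of spiral ganglion neurons was not tested and stays open, since 90% of 30 of their genes had negative changes, with a median of -0.34, although the list did not pass with an estimated correlation (camera adjusted p = 0.38). Unequal sexes of the P5 pups are argued against as the whole cause, since the myelin list kept 95.1% of its median change with the Y-linked level as a covariate. Tissue at an earlier stage of development stays open, since 5 hair cell genes that are higher at P18 than at P5 in WT had a median P5 change of -0.11 with an interquartile range of 0.25, too few to decide.

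In the P5-OC, *Rwdd2a* and its neighbours on chromosome 9, which the paper does not discuss as a group, were higher in Tg 1MDW/1MDW, with *Pgm3* at 0.73, *Dop1a* at 0.59 and *Ube2cbp* at 0.43. As many higher genes lay in 0.08% of 10000 windows around random measured genes, but the window was centred on a gene picked for its rise, so this share alone does not exclude chance position. With the higher genes placed at random 10000 times, 1 placement had a window around any higher gene with as many, which argues against chance position. A local effect of the integrated transgene stays open as a candidate explanation. The paper's Table 1 places the insertion on chromosome 9 too, and 0 unchanged measured genes lie between the outermost changed ones. Variants linked to the insertion were not tested and stay open too, although the paper injected FVB/NCrl embryos and backcrossed the lines to FVB/NCrl. With the Y-linked level as a covariate *Ube2cbp* did not pass (adjusted p = 0.23). At P18 *Rwdd2a* (0.89, adjusted p = 0.085), *Dop1a* (-0.35) and *Ube2cbp* (0.00) did not pass and *Pgm3* was lower, at -0.68 (adjusted p = 0.017). Adjusted over the list of *Rwdd2a* and its neighbours alone, 1 gene was higher and 1 lower at P18. A local effect would have to differ in size between the ages, as the changes of *Rwdd2a* and *Dop1a* did (adjusted p = 0.0074 each).

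Splits of the 10 P5 arrays do not exclude chance for the count of 34 called probesets, since 5 of 100 splits, the real one included, called as many. The highest other split called 192, with Tg 1MDW/1MDW replicates 1, 2, 4 and 5 and WT replicate 1 on a side, which points to a structure of the samples. Of its calls 140 are unnamed in the platform table and 3 are called in the real split too, and a split by the Y-linked level called 5. The splits concern the count alone, and the myelin list was not tested in them. Its fall passed in the real split (camera adjusted p = 4.4e-04 with an estimated correlation). The paper names 17 of its 28 genes for these samples, so that result is not independent evidence against chance. At P18 the 10 splits are too few for a share under 0.05, with 59 calls in the real split (1 split as large) and 0 in the highest other.

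The effect of genotype differed between P18 and P5, where age and tissue change together, for 207 probesets at an adjusted p under 0.05 in limma's test of the difference. The difference was 3.66 for *Myl1*, 3.48 for *Myh1*, 3.39 for *Atp2a1*, 2.86 for *Tnnt3* and 1.77 for *Neb*, genes of fast muscle fibres. It was -1.90 for *Neurod1*, -1.77 for *Gabra6*, -1.61 for *Gh*, -1.41 for *Pgm3* and -1.12 for *Cbln3*. On the P5 arrays of both genotypes *Neurod1* measured 3.82 to 4.26 and *Gabra6* 3.96 to 4.14. These signals lie below 4.54, the lowest of the lower quartiles of the arrays. A P5 effect on *Neurod1* or *Gabra6* could therefore be hidden by background, and their differences between the ages are not exact.

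Several genes outside those that the paper discusses changed as well. At P18 *Fabp7* changed by 0.94, *Kcnd2* by -0.63, *Zic1* by -0.72, *Rgs8* by -0.85 and *Slc12a5* by -0.63. *Arhgef33* changed by -0.94 and *Mir144* by -0.77 at that age. At P5 *Art3* changed by -0.75 and *Cadm4* by -0.39. Rises at P5 were 0.86 for *Clca3a2*, 0.78 for *Entpd2*, 0.70 for *Clca3a1* and 0.47 for *Itga4*.

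A sample stood far from the others of its group in 4 of 98 groups tested, where chance gives 5%. The gap over the range was 0.771 for *Fyn* in P5 Tg 1MDW/1MDW replicate 3, 0.917 for *Dusp15* in P5 WT replicate 2, 0.727 for *Pgm3* in P5 Tg 1MDW/1MDW replicate 1 and 0.723 for *Pgm3* in P5 WT replicate 2.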

How the results depend on the processing

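The Y-linked covariate and the omission of probesets below the lowest listed identifier were chosen only after the data were seen. The 34 calls at P5 became 110 with array weights (69.1% higher), 4007 with the conflicting labels, 105 at 1.5-fold and 212 without a fold limit, and ranged from 28 to 113 (63.7% higher, without Tg 1MDW/1MDW replicate 3) when single arrays were left out. The 59 calls at P18 became 19 without the dimmest 50% of probesets, fewer being tested, 0 with the conflicting labels, 108 at 1.5-fold and 154 without a fold limit. The 207 differences between the ages became 378 with named probesets only, 3234 with array weights (57.6% higher in place of 90.8%), 111 with the Y-linked covariate and 331 without probesets below the lowest listed identifier, and ranged from 127 to 584 when single arrays were left out. They were 584 (72.3% higher) and 335 without P5 Tg 1MDW/1MDW replicate 3 and P5 WT replicate 1, and 129, 127 and 133 without P18 Tg 1MDW/1MDW replicates 2 and 3 and P18 WT replicate 1. The 105 calls at 1.5-fold at P5 became 487 with array weights (305 higher), 7915 with the conflicting labels and 67 with the Y-linked covariate, and ranged from 88 to 586 (388 higher, without Tg 1MDW/1MDW replicate 3), with 202 without WT replicate 1. The 108 at P18 became 48 without the dimmest probesets, 315 with array weights and 0 with the conflicting labels. In alternatives chosen only after the data were seen, the 3674 genes of the relaxed sets at P5 became 5913 with array weights, 10101 with the conflicting labels, 1570 with the Y-linked covariate, 2287 with separate fits per age, and 6141 and 2401 without Tg 1MDW/1MDW replicates 3 and 4, and the 2093 at P18 became 5096 with array weights, 1189 with the conflicting labels and 4856 with separate fits. Apart from fold limits, labels and probesets left out, the cause was not tested. Same-numbered samples were not treated as paired. Their deviations correlated at 0.29, 0.36, -0.11, 0.20 and -0.22 at P5 and at 0.07, 0.00 and 0.01 at P18. At P5 2 of 5 correlated best with their own number, and at P18 1 of 3. With 3 of the 5 P5 correlations over 0.1, a structure shared by same-numbered P5 samples is not excluded. P5 replicates 1 and 2 lay apart from 3 to 5 in both genotypes for some genes. *Drp2* measured 8.26 and 8.28 against 7.33 to 7.72 in Tg 1MDW/1MDW, and 9.23 and 9.29 against 8.52 to 8.73 in WT. *Tecta* measured 11.41 and 11.56 against 12.35 to 12.56, and 11.52 and 11.93 against 12.35 to 12.42. These genes were picked after their values were seen, others were not counted, and no fit with these sets was run. With a replicate block the counts were 35, 59 and 142 for P5, P18 and the difference, and 100 and 91 at 1.5-fold. Of 62 called named probesets at P5 and 78 at P18, the block ended 11 and 9 calls and the Y-linked covariate 21 and 0, and single arrays left out ended 55 of 620 and 46 of 468. Of 38 lists, an estimated correlation ended the calls of 12 at each age. None of these named probesets or lists turned its direction. With array weights and without Tg 1MDW/1MDW replicate 3, 32 and 34 of the 34 P5 calls were kept, and the share of higher calls rose through added higher calls, with 34 and 41 lower. Designs on seed sites and heptamers were not run.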

Differences from the paper's values

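All alternatives named here were set before the data were examined, and no test in this part was chosen after the result was seen except where stated. At the 1.5-fold and adjusted p thresholds that the paper states for Table 4, 12 probesets were higher at P5 in limma against the paper's 27, and every alternative differed too, among them 9 without the dimmest 50% of probesets, 305 with array weights, 388 without P5 Tg 1MDW/1MDW replicate 3 and 3073 with the conflicting labels. At P18, 94 probesets were higher against the paper's 15, and 14 were lower against the paper's 86. Every alternative differed from the paper's 15, and every alternative but array weights, with 72 lower (and 243 higher), differed from its 86, where counts more than 1.5 times apart are taken to differ. With the order of the P18 totals turned round, the paper's 86 and 15 would stand beside 94 and 14. Table 4 names 30 genes under its P18 Up terms, more than its P18 total of 15. The paper's totals are of genes, and counted as genes with 1 symbol the values here are 10 higher and 87 lower at P5 and 73 higher and 13 lower at P18. At P5, 93 probesets were lower beside the paper's 93 genes.

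The paper places the transgene elements first among raised probesets at both ages. At P5 they led among the probesets that passed, while at P18 *Atp2a1* had rank 2 and *Prm1* rank 10, with *Myh1* and *Myl1* at ranks 4 and 5. The P18 changes of *Mir183* and *Mir96* may be understated, since their WT signals are near background. The order of *Atp2a1*, *Myh1* and *Myl1* against them is therefore not determined. Tables 2 and 3 give the names *Mir96* and *Mir182* to each other's probesets in comparison with the platform table. The calls that Tables 2 and 3 do not list, 2 at P5 and 7 at P18, all lie below the lowest listed identifier, and without the 6573 probesets there, an alternative chosen after the values were seen that leaves 28187 beside the paper's 28188, the calls were 33 and 54 beside the paper's 32 and 52, with none of the probesets of those tables lost.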

Other observations

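No test in this part was chosen after the result was seen, while members named as examples were. None of 36 hair cell genes passed at P5 or P18 in limma, with *Myo7a*, a myosin of stereocilia, at -0.01 and *Otof*, the calcium sensor of hair cell exocytosis, at -0.10 at P5, and camera gave adjusted p = 0.82 and 0.68. Of 36 supporting cell genes *Emid1* was lower at P5 (-0.71, adjusted p = 7.5e-06; 2 lower when adjusted over the list alone) and none passed at P18 (camera adjusted p = 0.88 and 0.016, the latter adjusted p = 0.43 with an estimated correlation). None of 24 Notch pathway genes passed at either age (camera adjusted p = 0.73 and 0.88). The 4 genes whose 3′ UTRs the paper tests in reporters did not pass at either age. At P5 *Sox2* measured -0.06, *Notch1* -0.06, *Jag1* -0.10 and *Hes1* 0.00, and at P18 0.32, -0.07, 0.11 and 0.10 (camera adjusted p = 0.88 and 0.37). These are mRNA values of whole tissue, while the paper measured reporter luciferase in transfected cells, where *Jag1* was not repressed significantly. They therefore do not test the reporter results.

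Blood and marrow lists had positive medians at P5 and negative medians at P18, with no gene past the threshold. For 20 neutrophil genes the median was 0.20 at P5 and -0.16 at P18, for 12 erythroid genes 0.19 and -0.20, for 9 osteoclast genes 0.24 and -0.28 and for 16 B cell genes 0.07 and -0.12. With an estimated correlation no call held (adjusted p = 0.27, 0.27, 0.37 and 0.27 at P5, and 0.52, 0.36, 0.43 and 0.63 at P18). Of 12 pituitary genes *Gh* was lower at P18 (camera adjusted p = 9.2e-04, and adjusted p = 0.36 with an estimated correlation), and at P5 none passed (adjusted p = 7.5e-04 and, estimated, adjusted p = 0.37). Proliferation genes had a median of -0.21 at P18 (adjusted p = 1.6e-05, and adjusted p = 0.43 with an estimated correlation) and 0.02 at P5 (0.18).

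At P5 *Smtn* of 14 smooth muscle genes was lower (-0.73), *Fos* of 17 immediate early genes (-0.31, adjusted p = 0.047) and *Dusp4* of 17 Erk target genes (-1.32, adjusted p = 7.6e-05), with camera adjusted p = 0.82, 0.22 and 0.055, and at P18 no gene of the last pair of lists passed (0.74 and 0.81). The muscle list of the tables and the list of 70 further muscle genes had no gene past the threshold at P5, nor had the granule, Purkinje and brain neuron lists (camera adjusted p = 0.55, 0.23 and 0.89). Camera placed both muscle lists higher than other genes (adjusted p = 0.0076 and 0.0018, and adjusted p = 0.46 and 0.37 with an estimated correlation). At P18 *Tbx15* of 17 spiral ligament and limbus genes rose by 1.17 (adjusted p = 0.0022), *Col10a1* of 16 cartilage genes by 0.69 (adjusted p = 0.0055) and *Fabp7* alone of 15 astrocyte genes, with camera adjusted p = 0.01, 0.27 and 0.11, the first adjusted p = 0.53 with an estimated correlation. At P5 these first 2 lists had none (0.52 and 0.88). No gene of the cholesterol synthesis, oligodendrocyte, node and spiral ganglion lists passed at P18. Camera placed the first 2 of these lists higher than other genes (adjusted p = 0.0049 and 0.03), which was lost with an estimated correlation (adjusted p = 0.23 and 0.38), and did not call the node (0.27) and spiral ganglion (0.42) lists. No gene passed at P5 or P18 among macrophage (camera adjusted p = 0.32 and 0.38), bone (0.92 and 0.68), stria vascularis (0.05 and 0.22), vestibular (0.68 and 0.98), interferon (0.47 and 0.85) and sex-linked genes (0.27 and 0.75). Adjusted over the list alone, 4 neutrophil, 1 erythroid and 1 B cell gene were higher at P5, 3 B cell genes were higher and 2 lower at P18, 1 stria vascularis and 1 vestibular gene were lower at P5, 2 interferon genes were lower at P18, and *Xist* was higher and the 3 Y-linked genes lower at P5. In the same way 3 general brain neuron genes were lower at P5. At P18, 2 oligodendrocyte, 2 cartilage and 3 Schwann cell lineage genes were then higher and 2 pituitary genes lower. The list of *Rwdd2a* and its neighbours had 4 higher of 18 at P5, with *Rwdd2a* itself among the 4 (camera adjusted p = 0.031, and adjusted p = 0.37 with an estimated correlation). At P18 *Pgm3* of this list was lower (0.59), and adjusted over the list alone 1 gene was higher and 1 lower. In WT, 1911 probesets were higher and 4001 lower at P18 than at P5, and 2776 of the latter are unnamed, while of genes with a single name 1463 were higher and 998 lower.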
